# Sex-Specific Development in Haplodiploid Honeybee Is Controlled by the Female-Embryo-Specific Activation of Thousands of Intronic LncRNAs

**DOI:** 10.3389/fcell.2021.690167

**Published:** 2021-08-06

**Authors:** Miao Wang, Dong Chen, Huoqing Zheng, Liuwei Zhao, Xiaofeng Xue, Fengyun Yu, Yu Zhang, Chao Cheng, Qingsheng Niu, Shuai Wang, Yi Zhang, Liming Wu

**Keywords:** embryonic development, haplodiploid honeybee, long non-coding RNAs, sex determination, zygotic genome activation

## Abstract

Embryonic development depends on a highly coordinated shift in transcription programs known as the maternal-to-zygotic transition (MZT). It remains unclear how haploid and diploid embryo coordinate their genomic activation and embryonic development during MZT in haplodiploid animals. Here, we applied a single-embryo RNA-seq approach to characterize the embryonic transcriptome dynamics in haploid males vs. diploid females of the haplodiploid insect honeybee (*Apis mellifera*). We observed typical zygotic genome activation (ZGA) occurred in three major waves specifically in female honeybee embryos; haploid genome activation was much weaker and occurred later. Strikingly, we also observed three waves of transcriptional activation for thousands of long non-coding transcripts (lncRNA), 73% of which are transcribed from intronic regions and 65% were specific to female honeybee embryos. These findings support a model in which introns encode thousands of lncRNAs that are expressed in a diploid-embryo-specific and ZGA-triggered manner that may have potential functions to regulate gene expression during early embryonic development in the haplodiploid insect honeybee.

## Introduction

In metazoans, the early stage of embryonic development following fertilization is instructed by the maternal RNAs and proteins from the female gamete, while the zygotic genome remains quiescent transcriptionally. Subsequently, a process known as zygotic genome activation (ZGA) occurs, and ZGA is known to tightly associated with the degradation of maternal instructions. This transcriptional switch drives the early development of all metazoans, and is known as the maternal-to-zygotic transition (MZT; Tadros and Lipshitz, 2009; Langley et al., 2014; Lee et al., 2014; Despic and Neugebauer, 2018). Recent progresses in single-cell RNA-seq and single-cell imaging in the living embryos of model organisms have advanced our understanding of spatio-temporal transcription and chromatin dynamics during the MZT to unprecedented depths (Briggs et al., 2018; Farrell et al., 2018; Wagner et al., 2018). Notably, current knowledge about ZGA during embryonic development has largely been obtained from studies of fertilized eggs; so, it remains unclear how naturally unfertilized eggs coordinate their genomic activation and embryonic development, as for example in haplodiploid animals like rotifers, spider mites, and honeybees.

About 15–20% of animal species are haplodiploid (Bull, 1983; Hedrick and Parker, 1997). In haplodiploid animals, the fertilized diploid embryos generally develop into females while unfertilized embryos develop into males. Western honeybees (*Apis mellifera*) are probably the best-studied haplodiploid animals; these well-known social insects are a model for ecological and social behavioral studies and are also of enormous economic importance because of their essential contributions to pollination in agriculture (Robinson et al., 2005; Honeybee Genome Sequencing., 2006; Mattila and Seeley, 2007; Wallberg et al., 2014). Under natural conditions, the queen very precisely deposits two different types of eggs into hexagonal differentially sized cells of a comb: fertilized (female/worker; diploid) eggs are placed into smaller cells, while unfertilized (male/drone; haploid) eggs are placed into larger cells (Ratnieks and Keller, 1998). The embryonic stage of honeybees – lasting about 70 h – starts after the egg is laid (“*AEL*”) by the queen and ends before the new larvae hatch (Fleig and Sander, 1985, 1986). The developmental times for development from embryos to through the larval and pupal stages before emerging as adults differs markedly for queens (16 days), workers (21 days), and drones (24 days), although there are no phenotypic differences in embryos or throughout the first four larval stages (Bertholf, 1925; Rembold et al., 1980).

It seems to generally be the case in insects that the sex determination occurs based on alternative splicing (AS) regulation of the sex-determination genes (SDGs) (Gempe and Beye, 2011), which have been exemplified in fruit fly and honeybee (Salz, 2011). In the model species *Drosophila*, transcriptional activation of the sex-determination splicing factor *Sex lethal* (*Sxl*) occurs in female embryos but not males (Bell et al., 1988). *Sxl* controls AS of *transformer* (*tra*), which (together with *tra2*) in turn controls the AS of the *doublesex* (*dsx*) in a female-specific manner (Schutt and Nothiger, 2000; Salz and Erickson, 2010). The sex determination mechanism of honeybee (*A. mellifera*) is partly conserved with *Drosophila* in AS hierarchy, but have its haplodiploid-specific SDGs. There are two honeybee-specific SDGs – *complementary sex determination* (*csd*) and *feminizer* (*fem*) – that control the female-specific AS of *Am-dsx*, thus determining the female developmental pathway in honeybee during embryonic development (Beye et al., 2003; Hasselmann et al., 2008). Both *csd* and *fem* encode SR-type splicing factors which are *tra* homologs (Beye et al., 2003; Hasselmann et al., 2008; Gempe et al., 2009). Two copies of *Sxl* are present in *A. mellifera*, but they all have no obvious sex-determining function despite being conserved (Dearden et al., 2006). *Am*-Tra2 proteins are required to promote female splicing of *fem* and *Am-dsx* as well as the male splicing of *fem*, which are distinct from its function in *Drosophila* (Nissen et al., 2012). So far, the specificality of haplodiploid animals in sex-determination remains further revealed.

An understanding is emerging that the complexity of the transcriptional landscape in all animals is increased by the presence of long non-coding RNAs (lncRNAs) (Quinn and Chang, 2016). LncRNAs are noncoding RNA sequences of > 200 nucleotides, and these molecules can act as signals, decoys, guides, or scaffolds to regulate the expression of their target genes (Devaux et al., 2015). In addition to the intergenic regions and antisense strands of protein coding genes, intronic regions have been proposed as reservoirs for sequences encoding lncRNAs (Morris and Mattick, 2014; Mattick and Rinn, 2015). For example, the intronic lncRNA CHRF acts as a decoy of miR-489 and thereby functions to stimulate cardiac hypertrophy (Wang et al., 2014). Tadano et al. (2009) reported a honeybee lncRNA, *Nb-1*, which is encoded by the antisense strand of an intron of another multi-exonic lncRNA; its expression dynamics in worker (female) brains are associated with the division of labor in normal colonies (Tadano et al., 2009). LncRNAs are highly regulated during embryonic development (Batista and Chang, 2013; Fatica and Bozzoni, 2014) as well as in the post-natal brain development, wherein sex-specific expression of lncRNA expression has been observed (Liu et al., 2017). LncRNAs expressed in the promoter region has been reported to influence *Sxl* expression in *Drosophila* (Mulvey et al., 2014). The retrotransposon LINE1 specifically expressed in the pre-implantation mouse embryo was recently reported to encode a nuclear RNA regulating transcriptional program specific to the mouse 2-cell embryo (Percharde et al., 2018). LINE RNA represses the DUX-family transcription factors that regulate ZGA in placental mammals (De Iaco et al., 2017). Further, in female mouse cells, *Xist* encodes a non-coding RNA that initiates the chromosomal silencing process of X inactivation early in embryonic development [at the 4- to 8-cell stage during which ZGA occurs (Wutz et al., 2002; Jeon and Lee, 2011; Chu et al., 2015; McHugh et al., 2015; Wang et al., 2016; Borensztein et al., 2017; da Rocha and Heard, 2017; Sunwoo et al., 2017; Sahakyan et al., 2018]. However, any involvement of lncRNAs in sex-determination and embryogenic development of haplodiploid animals has not been reported yet.

In this study, we used a single-embryo RNA-seq strategy to explore the transcriptional dynamics of both mRNAs and lncRNAs, with the aim of characterizing the differences between the diploid female and haploid male *A. mellifera* embryos. We sampled embryos at 24, 48, and 72 h *AEL* from both larger and smaller cells. We defined three waves of female-specific ZGA of thousands of mRNAs and intronic lncRNAs between 24 and 72 h *AEL*, wherein the transcriptional activation of *csd*, *fem*, and *dsx* occurred between 24 and 48 h. The haploid genome activation occurs 1 day later, lacking the activation of female-specific SDGs and lncRNAs. Instead, expression of the highly abundant *Nb-1* was increased during haploid (male) genome activation. Moreover, intron-retention shows strong sex-specific dynamics during embryonic development.

## Materials and Methods

### Sample Collection

The honeybee, *A. mellifera*, colonies were maintained at the Institute of Apicultural Research, Chinese Academy of Agricultural Sciences, Beijing, China, according to standard beekeeping technique. To control the egg laying, a mated queen was confined on an egg-free frame for 3 h before placed back into the hive. Developing Embryos were collected at 24, 48, and 72 h after laying, and 3 embryos (biological replicates) were sampled for each time point. Worker (female) and drone (male) embryos (Supplementary Figure 1B) were collected from the distinct type of frame (Supplementary Figure 1A) laid by the same queen. We sampled two groups of worker (female) and drone (male) embryos laid by two different honeybee queens. Then a total of 36 embryos were collected for single-embryo RNA-seq.

### Whole Mount *in situ* Hybridization

Embryos were fixed in 4% paraformaldehyde for 4 h, dehydrated in methanol, and stored in 100% MeOH at −20°C until use. Samples were rehydrated, pretreated with proteinase K, and hybridized with DIG-labeled RNA probes followed by washing with 2 × SSC/50% formamide three times at 70°C. The signal was detected using an alkaline phosphatase-conjugated anti-DIG antibody (11093274910; Roche). Tissues were incubated in the BM Purple alkaline phosphatase substrate (11442074001; Roche) at 4°C for several hours until the signal developed to the desired extent. Probes for each gene were generated using DIG RNA Labeling Kit (11 175 025 910; Roche). Primers for probe generation were listed in Supplementary Table 4.

### Real-Time Quantitative Polymerase Chain Reaction (PCR)

In this study, to elucidate the validity of the RNA-seq data, real-time quantitative PCR (RT-qPCR) was performed for some selected genes, and normalized with an external reference sequence. The same RNA samples for RNA-seq were used for qRT-PCR. The PCR conditions are consisted of denaturing at 95°C for 10 min, 40 cycles of denaturing at 95°C for 15 s, annealing and extension at 60°C for 1 min. PCR amplifications were performed in triplicate for each sample.

Meanwhile, RT-qPCR assay was used to analyze alternative polyadenylation sites (APAs) for *tra2* gene. To detect one of the alternative isoforms, one primer is designed in the alternative exon, and an opposing primer is designed in a constitutive exon. To detect the other of the alternative isoform, a boundary-spanning primer for the sequence encompassing the exon–exon junction with the opposing primer in a constitutive exon is used. Relative quantification was achieved by normalization to the amount of internal reference with the 2^–ΔΔ*Ct*^ method (Livak and Schmittgen, 2001). We have followed the MIQE guidelines to present RT-qPCR results (Bustin et al., 2009). Primers for qPCR analysis were listed in Supplementary Table 4.

### Library Construction

High-quality, full-length cDNA was generated directly from single honeybee embryo by the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Cat. Nos. 634890). cDNA was amplified by LD PCR. RNA can be transcribed by T7 promoter from ds cDNA, RNA was treated with RQ1 DNase (promega) to remove DNA. Quantity of the purified DNA were determined by Qubit. For each sample, 200 ng RNA was used for RNA-seq library preparation. RNAs were iron fragmented at 95°C followed by end repair and 5′ adaptor ligation. Then reverse transcription was performed with RT primer harboring 3′ adaptor sequence and randomized hexamer. The cDNAs were purified and amplified and PCR products corresponding to 200–500 bps were purified, quantified and stored at −80°C until used for sequencing.

For high-throughput sequencing, the libraries were prepared following the manufacturer’s instructions and applied to NextSeq 500 system for 151 nt pair-end sequencing (ABlife Inc.). Six biological replicate RNA-seq samples from two honeybee queens were obtained for each of the three time points.

### Raw Data Processing

The raw reads were first removed of their adaptor sequence by cutadapt (Martin, 2011)(v1.8.1). The sense and antisense of t7 promoter were also cut. To remove other contamination during library construction, the left and right most 15 nt bases were also removed. The bases whose quality were lower than 20 were also removed by FASTX-Toolkit (v0.0.14). The reads length less than 16 nt were filtered. Last, the front 65 bp of the reads were kept as cleaned reads. The filtered reads were then mapped to the *A. mellifera* (Amel_4.5) genome sequence (Honeybee Genome Sequencing., 2006) (Honeybee Genome Sequencing., 2006)^1^ by TopHat2 with read-edit-dist 4-N 4. We also aligned the filtered reads to the new genome assembly sequence of honey bee (Amel_HAv3) (Wallberg et al., 2019), and found only one percentage improvement of total aligned reads. Because there was no untranslated region (UTR) annotation in new genome assembly, we used Amel_4.5 aligning result and only extracted the reads that were unambiguously aligned to the genome. We then calculated reads number and RPKM value (RPKM represents reads per kilobase and per million) for each gene (Mortazavi et al., 2008).

### Measure of Poly-A Tails Length

To measure of poly-A tails length, we used a published method, named pA-finder (Yu et al., 2020). Sequencing reads with poly-A tails were kept for analysis. Preliminary poly-A regions were defined with at least 5A sequences at both sides. Other parameters were the same as described in Yu et al.

### Differentially Expressed Genes Analysis

After getting the expression level and reads of all genes in all samples, differentially expressed genes between the paired groups were analyzed by using edgeR (Robinson et al., 2010) embedded in R software. We calculated the significance *p*-value based on the model of negative binomial distribution for each gene. We also estimated fold changes of gene expression within the edgeR statistical package. The threshold value for Differential Expressed Gene (DEG) has been set as fold change > 2 or < 0.5 and *p*-value < 0.01.

### Alternative Splicing Analysis

The splicing junction (SJ) reads with gaps while aligned to the genome by TopHat2 were obtained. We defined known SJs from all annotated isoforms in honeybee genome annotation and others not matched annotated junction sites are novel SJs. The reads walking through the site and each side of intron boundary region with no less than 8 nt were defined as boundary reads. The junctions located inside the coordinates of annotated genes were regarded as genic SJs, which can be classified into one of the nine types of AS events (ASE). Seven of the canonical ASEs were skipped exons (ES), cassette exon (CE), alternative 5′-splice sites (A5SS), alternative 3′-splice sites (A3SS), mutually exclusive exons (MXE), alternative first exons (AFE or 5′MXE) and alternative last exons (ALE or 3′MXE) according to the models described previously (Wang et al., 2008). AS regulation analysis was performed by running *in silico* ABL as pipeline as previously described (Xia et al., 2017).

### LncRNA Prediction and Direction Identification

To systematically analyze the lncRNA expression pattern, we used a pipeline for lncRNAs identification similar as we previously reported (Liu et al., 2017), which was constructed based on the cufflinks software (Trapnell et al., 2012). All steps of the pipeline have been shown in Supplementary Figure 2C. We calculated coding potential score (CPS) to filter the coding potential transcripts (Kong et al., 2007). When filtering the single exon lncRNAs, we set two thresholds: 1,000 nt to obtain longer single exon lncRNAs, and 500 nt to keep more single exon lncRNAs.

We then used the polyadenylation signal to detect the transcriptional direction of lncRNAs. Firstly, we selected reads whose tail was with more than 10 A or T, allowing 0.1 error rate. Then we aligned the reads longer than 20 nt to the genome sequence. We discarded the aligned reads if their poly (A) tails come from the genomic sequence (internal polyA). The terminal aligned positions of reads were clustered together if they were located within 20 bp on the genome locus, and the clusters were regarded as polyadenylation sites (PASs). We then compared the genomic locations of predicted lncRNAs and PASs. If the PASs were located at the downstream of lncRNAs, the direction of lncRNAs were the same with reference direction, and vice versa. If there were poly (T) sites, the direction of lncRNAs was reversed.

### Co-expression Analysis

To fully understand the gene expression pattern during embryogenesis of honeybee, we applied weighted gene co-expression network analysis (WGCNA; Langfelder and Horvath, 2008) to cluster genes that have similar expression pattern with default parameters. All expressed genes were used as input data. Eigengenes for each clustering module was used as the representative expression pattern of genes in each module. To explore the regulatory mode between lncRNAs and their host mRNAs, we calculated the Pearson’s correlation coefficients (PCCs) between them and classified their relation into three class: positive correlated, negative correlated and non-correlated based on the PCCs value.

### *Drosophila* Transcriptome Analysis

We analyzed the transcriptome data of *Drosophila* from Lott et al. (2011). Transcriptome data were aligned to *Drosophila* genome (BDGP6.22). Gene annotations were download from Ensembl database (Ensembl release 95). The analysis pipeline was the same as transcriptome data from honeybee. Sex-determination genes were annotated by blast software (Altschul et al., 1990).

### Other Statistical Analysis

Grouped by the female and male during the different embryonic development, the RPKM value of all the genes in all samples were used to conduct the principal component analysis (PCA), which was performed by R package prcomp (Ma and Dai, 2011) to show the clustering of samples with the first two components. After normalizing the reads by TPM (tags per million) of each gene in samples, in house-script (sogen) was used for visualization of next-generation sequence data and genomic annotations. The pheatmap package^1^ in R was used to perform the clustering based on Euclidean distance. To assess the functional enrichment of a given gene set, we aligned the protein sequence of honeybee to the gene ontology (GO) and KEGG databases. Then we used hypergeometric test to calculate the enrichment of a given gene set, and all genes were regarded as background.

## Results

### Activation of Developmental Transcription Programs Differs Between Diploid Female and Haploid Male Embryos

A previous study of seven transcriptomes from honeybee (*A. mellifera*) within 24 h *AEL* only revealed zygotic activation of a small number of genes (Pires et al., 2016). To study ZGA dynamics in honeybee, we here used single-embryo RNA-seq to explore the transcriptional landscape and differences between diploid female and haploid male honeybee embryos from 24 to 72 h *AEL*. The single-embryo RNA-seq data we analyzed from the developing *Drosophila* embryos for mitotic cycles 10–14, thereby collectively covering the embryonic stages after cleavage up until the completion of cellularization.

Our single-embryo RNA-seq approach was designed to study the transcriptional dynamics of both mRNAs and lncRNAs in male and female honeybee embryos (Figure 1A) (see section “Materials and Methods”). A total of 36 single-embryo RNA-seq transcriptomes were generated from embryos laid by 2 queens (P1 and P2). 

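The authors deposited the number of reads counted on each of 12365 annotated genes in each of the 36 embryos, without normalization, together with the RPKM of the same genes. Each of the 12 conditions (2 queens, both sexes and 3 time points) holds 3 embryos. The methods give a laying window of 3 h before the embryos were timed, and the sample labels give 2 h. Reads had been trimmed, filtered and aligned to the Amel_4.5 genome by the authors before counting. The counts on the analysed genes summed to between 1195774 and 12808580 per embryo, with a median of 6152930. At 24 h AEL the totals ran from 7122090 to 12566958 in female embryos and from 7612765 to 12808580 in male embryos. At 72 h AEL they ran from 5600680 to 7345814 in female embryos and from 1195774 to 2008560 in male embryos. The total by which the authors divided to obtain RPKM was recovered from the ratio of counts to RPKM and was larger than the sum of the deposited counts. The analysed genes made up 79.3% ± 1.97 (SD, n = 6) of that total in 24 h females, 61.7% ± 2.40 (SD, n = 6) in 48 h females and 66.1% ± 3.07 (SD, n = 6) in 72 h females. In males the share was 76.7% ± 1.11 (SD, n = 6) at 24 h, 53.5% ± 7.22 (SD, n = 6) at 48 h and 26.0% ± 4.82 (SD, n = 6) at 72 h. RPKM values of an analysed gene are therefore divided by a total of which most, in 72 h males, lies on reads that were not analysed here. For differential expression, counts were normalized by the TMM method of edgeR 4.0.16 and tested with its quasi-likelihood F-test, with Benjamini-Hochberg adjustment. Genes were kept when filterByExpr, at its minimum count of 10, passed them. Each queen was tested on its own with 3 embryos against 3, and both queens were then fitted together with 6 sex and time groups and queen as a term, which covered 9575 genes. A gene was called when its adjusted p-value was under 0.05 and its absolute log2 fold change over 1, the thresholds of the results section. The methods section names an unadjusted p-value under 0.01 and a fold change over 2, which was run as an alternative. Reads without molecular identifiers are not independent molecules, so that floors of 3 counts cover counting error only.

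**Figure D1:**
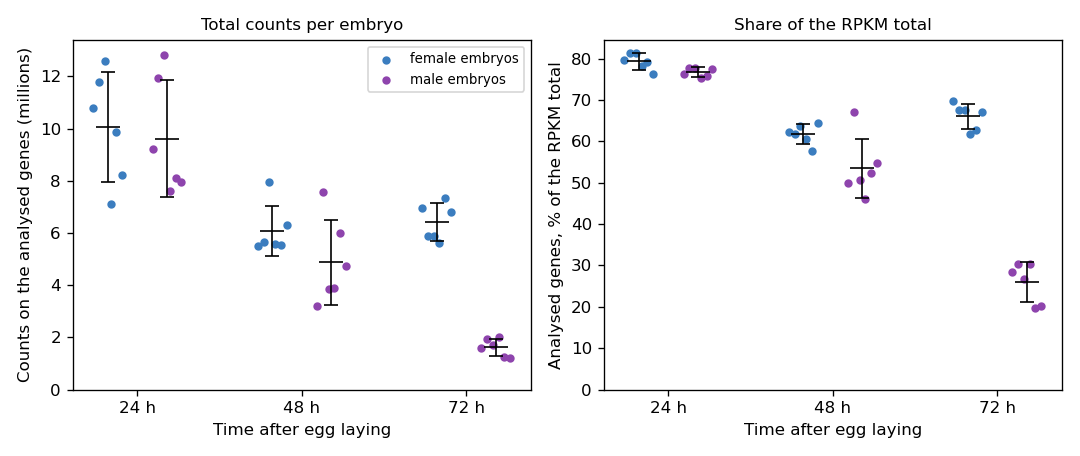
Total counts on the analysed genes (left) and the share of the RPKM total that they make up (right, %) against time after egg laying. Each point is 1 embryo (6 per sex and time point), and the black bars give the mean and SD. The 72 h male embryos have totals of at most 2008560 counts and a mean share of 26.0%.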

Among the 18 transcriptomes from each of the two queens, three female embryos (F) were collected from the female cells and three male embryos (M) from the male cells at each time point of 24, 48, and 72 h *AEL* (Supplementary Figures 1A,B). The sequencing depth and expression profiles of the 36 single-embryo RNA-seq transcriptomes are summarized in Supplementary Tables 1, **2**, respectively. In each sample, around 73–89% of honeybee genes were detected (RPKM > 0.1). 

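Over the 12365 genes of the deposited tables, the percentage with RPKM over 0.1 ran from 66.0% to 85.4% per embryo. In female embryos the mean rose from 71.8% ± 0.230 (SD, n = 6) at 24 h to 81.9% ± 0.592 (SD, n = 6) at 48 h and 84.6% ± 0.745 (SD, n = 6) at 72 h. In male embryos it was 72.0% ± 0.295 (SD, n = 6) at 24 h, 69.9% ± 0.534 (SD, n = 6) at 48 h and 67.5% ± 0.990 (SD, n = 6) at 72 h. The sexes did not differ at 24 h (two-sided exact permutation test, p = 0.411, n = 6 against 6). At 48 and at 72 h every female embryo had a higher percentage than every male embryo (exact permutation test, p = 0.00216, the smallest p that 6 against 6 allow). Within each queen the exact permutation test gave p = 0.1 at 48 and at 72 h, the smallest p for 3 against 3. A threshold of RPKM over 1 moved the percentages most, to between 35.0% and 68.8%. The fall in males was not kept when all libraries were thinned to the smallest total and any count was taken as detected. Males then had 68.9% at 24 h, 68.7% at 48 h and 71.1% at 72 h, and females 68.7%, 78.1% and 80.5%.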

Gene expression was normalized using a dividing size factor by the DESeq method (Anders and Huber, 2010). 

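Size factors were recomputed from the counts with DESeq2 1.42.0. Before division, the 75th percentile of the counts differed 24.4-fold between the embryos with the highest and the lowest value. After division by the size factors the highest was 1.22 times the lowest.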

The 75th percentile levels of genes were identical between samples after normalization (Supplementary Figure 1C), similar with previously published single-embryo RNA-seq data from *Drosophila* (Lott et al., 2011) (Supplementary Figure 1D). 

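The annotation that the authors deposited holds 2434 lncRNA genes and 10610 protein-coding genes. Of these, 2061 lncRNA genes (84.7%) and 10147 protein-coding genes (95.6%) are listed in the deposited tables, and each of them had at least 1 count in at least 1 of the 36 embryos. With at least 10 counts required in 1 embryo, 1354 lncRNA genes and 9021 protein-coding genes remained. Counts in all 36 embryos were found for 299 lncRNA genes and 6251 protein-coding genes.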

Almost all of the currently known lncRNAs (99.26%, 2412/2434) and most of the annotated protein coding genes (98.23%,10436/10623) were expressed at least in one honeybee embryonic sample (Supplementary Figures 1E,F), indicating that single-embryo RNA-seq data from the developing honeybee embryos was of sufficient quality to enable further study of their mRNA and lncRNA transcriptomic dynamics. We analyzed the dynamics of the polyA-tails of embryonic transcripts by counting the A numbers of reads aligned to the end of transcripts (Yu et al., 2020), demonstrating that the poly(A) tail lengths of male embryos increased during embryonic development while those of female embryos did not change (Figures 1B–D).

**FIGURE 1:**
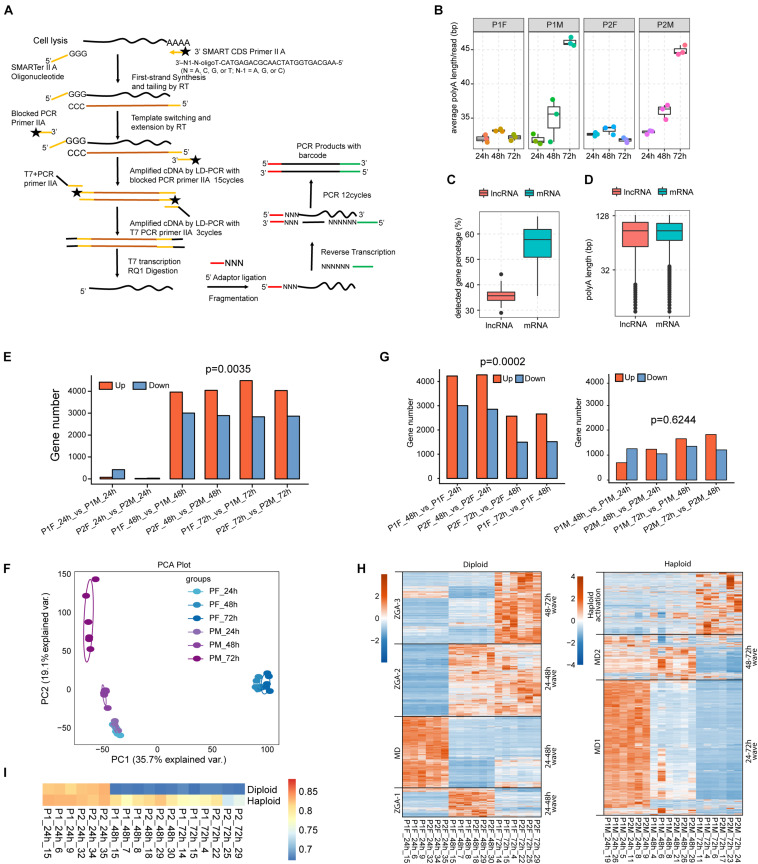
The difference in the developmental transcription program activation between diploid female and haploid male embryos. **(A)** Schematic plot showing the workflow of single-embryonic library construction. **(B)** Box plot of average poly (A) length showing that the poly (A) length of male embryos increased during embryonic development (*p*-value < 0.001, one way ANOVA test for both datasets), while that of female kept constant (*p*-value > 0.01, one way ANOVA test for both datasets). **(C)** Box plot showing that the percentage of lncRNAs with poly (A) tails was lower than that of mRNAs (*p*-value < 0.0001, *t*-test). **(D)** Box plot of the poly (A) length showing that there was no significant difference of average poly (A) length (middle line in box plot) between lncRNAs and mRNAs (*p*-value > 0.05, *t*-test). **(E)** Barplot of DEGs between male and female embryos. More up-regulated DEGs were observed in female embryos after 24 h (up-regulated DEGs number vs. down-regulated DEGs number, *p*-value = 0.0035, *t*-test). **(F)** PCA analysis showing the divergent gene expression pattern between male and female embryos after 24 h. **(G)** Barplot of DEGs between adjacent time points for female (left) and male (right) embryos, respectively. More up-regulated DEGs were observed in female embryos during development (up-regulated DEGs number vs. down-regulated DEGs number, *p*-value = 0.0002, *t*-test). **(H)** Hierarchical clustering heatmap showing the expression waves of all DEGs detected in this study. Male and female samples were separated for the plotting. Expression waves were separated by black lines. The dendrogram was not shown. MD: maternal degradation. **(I)** The Pearson’s correlation coefficients (PCCs) was shown by heatmap for each of the single-embryonic samples with the published oocyte sample (Pires et al., 2016).

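At 24 h AEL, 30 genes were higher and 229 lower in female than in male embryos of queen 1, of 8247 tested. In queen 2 no gene was higher and 1 was lower, of 7964 tested, while 826 had an unadjusted p-value under 0.05. No gene was called at 24 h in both queens. In one fit of all 36 embryos, the queen 1 counts at 24 h fell to 4 higher and 96 lower, the largest shift among the alternatives for these counts. At 48 h, 2794 genes were higher and 2342 lower in females of queen 1, and 2873 and 2356 in females of queen 2. At 72 h the counts were 3349 and 2274 in queen 1, and 3094 and 2200 in queen 2. Both queens shared 2487 higher and 2072 lower genes at 48 h, and 2725 and 1985 at 72 h, with none called in opposite directions. The 4 counts of higher genes at 48 and 72 h averaged 3027.5 ± 249 (SD) and the 4 counts of lower genes 2293 ± 71.6 (SD; two-sided exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). The higher and the lower genes come from the same comparisons. Paired by comparison, which was chosen after the data were seen, the exact test over sign changes gave p = 0.125, the smallest p that 4 pairs allow. With both queens fitted together, 1 gene was higher and 8 were lower in females at 24 h, with 1446 at an unadjusted p-value under 0.05. The fit gave 3223 higher and 2640 lower genes at 48 h, and 3660 and 2568 at 72 h.

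Among the genes with the largest differences in both queens, CSP3 (gene3973), which encodes a chemosensory protein and lies on linkage group 5 from 2176719 to 2178151, had 151 ± 15.7 TMM-normalized CPM (SD, n = 6) in 48 h females and no count in 48 h males, so that it was at least 183-fold higher in females. LOC726124 (gene10763), which encodes a run-like transcription factor, lies on linkage group 14 from 7853875 to 7858279 and overlaps a gene on the opposite strand, was at least 421-fold higher in 48 h females, with 347 ± 105 CPM (SD, n = 6) against no count in males. LOC411557 (gene3222, linkage group 4, 75675 to 262927) went the other way at 48 h, with 6.36 ± 1.45 CPM (SD, n = 6) in females and 2231 ± 1080 (SD, n = 6) in males, a log2 fold change of -8.43 (standard error 0.36, edgeR adjusted p = 1.54e-23). LOC100576535 (gene12357), an unplaced lncRNA gene, was at least 140-fold lower in 48 h females. At 72 h, LOC100578532 (gene6228) was at least 111-fold and LOC726611 (gene8099) at least 27.0-fold higher in females, neither having a count in 72 h males. LOC102653970 (gene9074), an lncRNA gene on linkage group 11, was at least 864-fold lower in 72 h females. LOC100578442 (gene10080, linkage group 13, 2418447 to 2422052) had 2.60 ± 0.414 CPM (SD, n = 6) in 72 h females and 6544 ± 73.8 (SD, n = 6) in 72 h males. At 24 h the 3 genes chosen by the same rule each lost their call under at least 2 of the alternatives: LOC100578389 (gene982) was higher in females at a log2 fold change of 1.41, and skf (gene708) was lower at -1.56. LOC100576231 (gene1107) was at least 2.02-fold lower in 24 h females.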

Principal component analysis, PCCs, and DEG analysis based on the edgeR method (Robinson et al., 2010) using FDR < 0.05 and |log_2_FC| > 1 were performed to explore major transcriptional trends during honeybee embryonic development (Figures 1E,F and Supplementary Figures 2A,B). 

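Principal components were computed with prcomp on the RPKM of all 12365 genes, centred and scaled to unit variance. In the plane of the first 2 components, the centres of the 24 h female and 24 h male embryos were 13.7 units apart, against a mean distance of the embryos from their own centre of 7.54. The female and male centres were 119 units apart at 48 h (spread 13.1) and 199 units apart at 72 h (spread 10.2). The female centres of 24 and 48 h were 135 units apart and the male centres 84.5 units.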

The transcriptomes of all 12 embryos, 6 for each sex, at 24 h *AEL* were closely clustered, and they were highly distinct from all the other embryos; the latter transcriptomes for both female and male embryos subsequently exhibited tremendous divergence in their expression patterns (Figure 1F and Supplementary Figures 2A,B). 

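The first component held 37.1% and the second 24.9% of the variance. On the first component, female embryos averaged -18.5 ± 6.47 (SD, n = 6) at 24 h, 62.0 ± 7.38 (SD, n = 6) at 48 h and 113 ± 10.6 (SD, n = 6) at 72 h, and male embryos averaged -24.8 ± 2.42, -55.4 ± 9.04 and -76.4 ± 1.15 (SD, n = 6 each). On the second component, male embryos averaged -64.4 ± 4.55, 14.4 ± 17.3 and 77.1 ± 8.75 (SD, n = 6 each) at 24, 48 and 72 h. The female centres of 48 and 72 h were 53.3 units apart, 5.18 times the spread of the embryos around them. On the log2 scale of TMM-normalized CPM, the components held 37.1% and 18.8% of the variance and these 2 female centres were 6.96 units apart, 1.10 times their spread. The other scales gave ratios nearer to the main one. These were 5.0 for log2 RPKM with unit variance, 4.5 without it, and 4.0 for genes with a mean RPKM of at least 1.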

Diploid female embryos (both 48 and 72 h) clustered and were well-separated by the first component (35.7% explained variation), while the haploid male embryos were separated by the second principal component (19.1% explained variation) (Figure 1F).

DEG analysis revealed that more genes were significantly upregulated than downregulated between 48 and 24 h, and between 72 and 48 h (*p*-value = 0.0002, *t*-test), and the similar results were observed for two independent sample groups (*n* = 2) laid by two different queens (Figure 1G, left panel). These findings are consistent with strong transcriptional activation during female embryonic development. 

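In female embryos of queen 1, 2842 genes were upregulated and 2464 downregulated at 48 against 24 h, and 2026 and 1085 at 72 against 48 h. In queen 2 the counts were 2766 and 2365 at 48 against 24 h, and 1922 and 1046 at 72 against 48 h. Both queens shared 2461 upregulated and 2151 downregulated genes for the first step, and 1585 and 762 for the second, where 4 genes were called in opposite directions. The 4 upregulated counts averaged 2389 ± 482 (SD) and the 4 downregulated counts 1740 ± 780 (SD; two-sided exact permutation test, p = 0.257). This test takes the counts as unpaired, although each pair comes from the same embryos. The differences within the 4 comparisons ran from 378 to 941 genes, and the exact test over their sign changes, chosen after the data were seen, gave p = 0.125, which 4 pairs cannot go below. In each of the 4 comparisons the upregulated genes were the larger group, from 53.6% to 65.1% of the called genes. Total counts without a composition correction moved the comparison most, to a mean difference of 1293.75 genes (exact permutation test, p = 0.0286, the smallest p for 4 against 4). In the fit of both queens, 3098 genes rose and 2534 fell from 24 to 48 h, and 1983 rose and 1338 fell from 48 to 72 h. From the excess of upregulated genes in both queens, the paper proposes a strong activation of transcription in developing females.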

Hierarchical clustering analysis revealed three waves of female-specific activation: that proceeded from 24 to 48 h *AEL* (Wave 1, 916 genes), from 24 to 72 h *AEL* (Wave 2, 2,731 genes), and from 48 to 72 h *AEL* (Wave 3, 2,649 genes) (Figure 1H, left panel). 

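Waves were counted from the fit of both queens by rules on the called genes. Genes upregulated at 48 h and downregulated again at 72 h formed wave 1, genes upregulated at 48 h and not downregulated at 72 h formed wave 2, and genes upregulated only from 48 to 72 h formed wave 3. Female embryos had 644 genes in wave 1, 2454 in wave 2 and 1408 in wave 3. Hierarchical clustering covered all called genes in females, on log2 RPKM scaled per gene (Euclidean distance, complete linkage, 4 clusters). It gave 383, 3139 and 1346 genes in clusters of these shapes, and 1723 in a cluster that was highest at 24 h. With no filter on low counts, wave 3 held 1683 genes.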

Wave 1 is characterized by a strong activation between 24 and 48 h *AEL*, which was then re-silenced after 48 h *AEL*. In contrast, the activation in Wave 2 lasted until 72 h *AEL*. 

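The genes of wave 1 in females had a median log2 fold change of 3.91 from 24 to 48 h and of -1.64 from 48 to 72 h, and of 2.01 over the whole interval. The genes of wave 2 had medians of 2.44 and 0.08 for the 2 steps. Of the wave 1 genes, 488 had a larger change from 24 to 48 h in females than in males by the interaction of sex and time, and of the wave 2 genes 1689 did. In male embryos, 41.1% of the wave 1 genes and 33.1% of the wave 2 genes were upregulated in at least 1 of the 2 steps.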

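Of the female genes that were upregulated only from 48 to 72 h, 851 (60.4%) had been downregulated from 24 to 48 h. Their median log2 fold change was -1.43 for the first step, 1.83 for the second and 0.44 over both. The interaction of sex and time was called for 1078 of them at the second step, with the larger change in females. In male embryos 23.9% of them were upregulated in at least 1 step.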

The activation in Wave 3 primarily occurred between 48 and 72 h *AEL* (Figure 1H, left panel).

In male embryos between 48 and 24 h *AEL*, there were about 2 × more differentially expressed downregulated genes (569) than upregulated genes (Figure 1G, right panel), supporting the idea of maternal repression rather than a “haploid activation” (Figure 1G, right panel). Moreover, the downregulation of maternal RNA occurred more slowly in haploid than in diploid embryos (Figures 1F,I). 

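In male embryos of queen 1, 633 genes were upregulated and 807 downregulated at 48 against 24 h, a ratio of downregulated to upregulated genes of 1.27. In queen 2, 992 were upregulated and 844 downregulated, a ratio of 0.851. Both queens shared 436 upregulated and 513 downregulated genes. In queen 1 the downregulated genes were the larger group under each of 4 scalings, with the upregulated genes at 44.0% of the called genes under TMM and 13.9% without a composition correction. In queen 2 the direction depended on the scaling, with the upregulated genes at 54.0% under TMM, 47.5% under upper-quartile normalization and 20.8% without a composition correction. That scaling shifted the median log2 fold change of all tested genes from 0.04 to -0.29 in the fit of both queens. Leaving out 1 embryo at a time in queen 1 gave 323 (without P1M_24h_19) to 915 (without P1M_48h_6) upregulated genes. With both queens together, 1045 genes rose and 999 fell. The change from 24 to 48 h differed between the sexes for 5347 genes, tested as the interaction of sex and time. From the excess of downregulated genes that it reports for Fig. 1G, the paper proposes maternal repression in place of a haploid activation.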

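The genes that were downregulated from 24 to 48 h in female embryos, with both queens fitted together, had a median log2 fold change of -2.12 in females and -0.02 in males over the same step. In males 302 of them were downregulated, and the fall was larger in females for 2073 by the interaction of sex and time. From 48 to 72 h their median log2 fold change in males was -0.16. When the genes were chosen in queen 1 females and measured in queen 2, the median in females was -2.16. The choice of genes by their fall in females favours a larger fall in that sex, and the genes downregulated in queen 1 males had medians of -1.16 in males and -0.19 in females of queen 2. Genes were chosen here in a fit of one queen with both sexes and all 3 times, which called more of them in queen 1 males than the comparison of males alone, and 1029 of these were also tested in queen 2. Without a composition correction the medians were -1.89 in females and -0.37 in males. These alternatives were chosen after the data were seen.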

The poly(A) tail lengths of female embryos (Figures 1B–D) were also consistent with slower maternal degradation. 

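By the rules used for the female waves, male embryos had 89 genes upregulated at 48 h and downregulated again at 72 h, 956 upregulated at 48 h and not downregulated at 72 h, and 1106 upregulated only from 48 to 72 h. Hierarchical clustering into 3 clusters gave 1005 genes that rose to 72 h, 619 that were highest at 48 h and 2355 that were highest at 24 h, with no cluster of the shape of wave 2. The clustering used log2 RPKM, while the rules used TMM. In males the analysed genes fell from 76.7% of the RPKM total at 24 h to 26.0% at 72 h. A gene with an unchanged share of the analysed counts therefore falls on the scale of the clustering, which favours the cluster highest at 24 h. At 72 against 48 h, 720 genes were upregulated and 525 downregulated in males of queen 1, and 887 and 525 in males of queen 2. Both queens shared 593 upregulated and 273 downregulated genes. Without a composition correction the upregulated genes were 21.2% of the called genes in queen 1 and 22.8% in queen 2, against 57.8% and 62.8% with TMM. In one fit of all 36 embryos the queen 1 counts were 1344 and 1129.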

There was a single activation wave in the haploid embryos that occurred between 48 to 72 h *AEL* (Figure 1H, right panel).

### A Majority of the lncRNAs Expressed During Embryonic Development Are Intronic

Before we profiled the expression dynamics of embryonic honeybee lncRNAs, we decided to perform a *de novo* lncRNA prediction from the 36 single-embryo transcriptomes. We here adopted a cufflinks-based lncRNA identification procedure similar to a previous report (Liu et al., 2017) (Supplementary Figure 2C). We thusly identified 902 multi-exonic lncRNAs and 4,191 candidate single-exonic lncRNA with a minimum length of 1,000-nt. Most of the single-exonic lncRNAs (91.9%) were derived from the intronic regions, and 51.1% of multi-exonic lncRNAs were from the intronic regions. 

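Each of the 2434 annotated lncRNA genes was placed by its position in the deposited annotation. Of these, 2432 (99.9%) have 2 or more exons. Overlap with an intron of another gene on the same strand was found for 360 (14.8%), and 951 (39.1%) overlap no other gene. When an lncRNA gene was instead counted as intronic if it lies completely inside an intron on either strand, 978 (40.2%) were intronic, 318 of them on the strand of a host and 660 on the opposite strand only.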

Note that most of the annotated lncRNAs from honeybees reported in previous studies are multi-exonic; only 36.7% were reported to be from intronic regions (Figure 2A).

**FIGURE 2:**
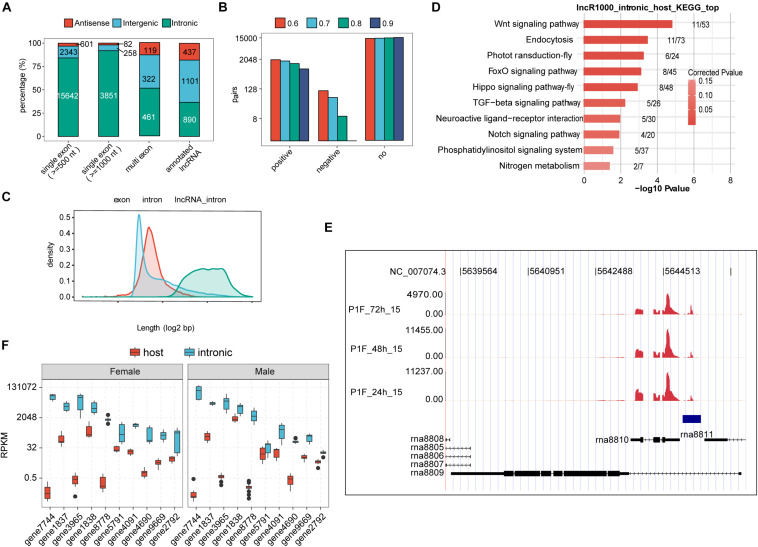
Embryonic honeybee lncRNAs are dominantly intronic. **(A)** Bar plot showing the genomic locus distribution of the newly identified and previously annotated lncRNAs in honeybee. Single exonic lncRNAs were selected with two thresholds (1,000 and 500-nt). The genomic distribution of the newly identified single-exonic, multiple-exonic lncRNAs and the annotated lncRNAs is shown. **(B)** Bar plot showing the number of co-expressed pairs between intronic lncRNAs and their host mRNAs by PCC calculation. Four PCC thresholds were shown in the figure. No indicated the pairs that were not satisfied with the threshold. **(C)** Density of the length distribution of exons and introns of honeybee. Introns containing lncRNAs (500-nt threshold for single exon lncRNAs) were plotted separately. The length density distribution was generated by density function in R. **(D)** The top 10 functional enriched KEGG pathways of genes encoding intronic lncRNAs (1,000-nt threshold for single exon lncRNAs). **(E)** Reads density plot showing the prevalent transcription in intronic region. Blue frame indicates the newly predicted transcript in the intronic region of rna8809. The annotated intronic lncRNAs rna8810 and rna8811 were transcribed extensively as well. **(F)** Box plot showing the higher expression levels of intronic transcripts than their host exonic mRNAs in both female and male embryos.

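In the deposited annotation, the cactin gene (gene4091) lies on linkage group 5 from 5639373 to 5647801 on the minus strand and has 7 exons. Inside its span, on the plus strand, LOC726047 (gene4092) runs from 5643295 to 5644836 with 3 exons and is annotated as a protein-coding gene for a cyclin-dependent kinases regulatory subunit. The protein-coding gene Eaat-3 (gene4093) overlaps the cactin gene on the plus strand from 5646445 to 5652172. LOC726047 had an RPKM of 1914 ± 185 (SD, n = 6) in 24 h females and 1126 ± 192 (SD, n = 6) in 72 h females, and of 1657 ± 208 (SD, n = 6) in 24 h males and 251 ± 78.9 (SD, n = 6) in 72 h males. The RPKM of cactin was 20.9 ± 1.29 (SD, n = 6) in 24 h females and 5.45 ± 1.04 (SD, n = 6) in 72 h males. Eaat-3 stayed at a mean RPKM of at most 2.44 in all groups.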

Interestingly, the previously reported lncRNA *Nb-1*, whose expression dynamics in worker brains was associated with the division of labor in normal colonies, is 599-nt in length, single-exonic, and located in the intronic region of an annotated multi-exonic lncRNA (*LOC102654021*) (Tadano et al., 2009). Seeking to identify lncRNAs with similar characteristics to *Nb-1* lncRNA, we retained all of the predicted single-exonic lncRNA genes longer than 500-nt; 18,568 single-exonic lncRNAs, including *Nb-1*, were thusly obtained (Figure 2A). Notably, the same criteria resulted in a dramatically smaller number of novel *Drosophila* embryonic lncRNAs (Supplementary Figure 2D). Most of the annotated *Drosophila* lncRNAs were single exonic, and generally smaller than 1,000-nt in length (Supplementary Figure 2E). Our results thus indicate that *Drosophila* embryos expressed an order of magnitude fewer lncRNAs than do honeybee embryos.

To validate the authenticity of predicted lncRNAs and investigate the relationship between lncRNAs and their host gene, we further analyzed the poly(A) tail sequences at the 3′-end to determine the lncRNA direction (Supplementary Figure 2F). Because sequences with poly (A) tail were only a small fraction of total aligned reads, we thus only determined the transcription direction of 1,382 (7.4%) lncRNAs. Among these, 1,159 were intronic lncRNAs, and 1,143 were from protein-coding genes. Interestingly, 37.2% (310) were expressed from the antisense direction of a protein coding gene (Supplementary Table 3), suggesting an independent expression manner of these lncRNAs. 

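On the 250287000 nt of the annotated sequences, introns cover 50.1% and exons 13.4%. Counted once for each transcript there are 190259 introns, of which 27532 (14.47%) are longer than 2000 nt. Counted once for each position there are 82945 introns, of which 11698 (14.1%) are longer than 2000 nt, with a median length of 162 nt.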

Based on gene annotation of honeybee, half of the genome sequences are intronic regions (Supplementary Figure 2G), with a large population (27,602, 14.47%) longer than 2,000 nt. The majority of honeybee lncRNAs expressed during embryonic development were from long introns (Figure 2C). Expression correlation analysis showed that the expression of most (over 85%) intronic lncRNAs was not correlated with the expression of their host genes (Figure 2B and Supplementary Figure 3A), indicating their independent transcription from their host genes. By dividing single exon lncRNAs into different classes according to their expression, we found the number of higher expressed lncRNAs was not decreased but increased in female samples (Supplementary Figure 3B). Notably, the host gene containing intronic lncRNAs in honeybee embryos were highly enriched in developmental-control related signaling pathways (Figure 2D). Among the top-10 genes whose introns harboring mostly expressed lncRNAs, four encode neuron-related functions, including Neurexin 1 (gene3965), neuromusculin (gene8778), discs large 1 (gene9669), and an RNA binding protein RBFox1 (*A2bp1*, gene2792). 

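In the deposited annotation, Nrx-1 (gene3965) lies on linkage group 5 from 1742872 to 2084061, nrm (gene8778) on linkage group 11 from 6396784 to 6810268, LOC724292 (gene9669, annotated as disks large 1 tumor suppressor protein-like) on linkage group 12 from 6439864 to 6814358, and LOC410951 (gene2792, an RNA binding protein fox-1 homolog) on linkage group 3 from 5141376 to 5461674. Of the 9 host genes named with Fig. 2 and analysed together, the longest spans 413485 nt and the shortest 7589 nt.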

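Counts on annotated exons were available for the 9 host genes, and their mean RPKM per sex and time point ran from 0.117 to 214. LOC410888 (gene1837) and LOC102656407 (gene1838) were over 10 in every group, the former at 214 ± 28.9 (SD, n = 6) in 24 h males. Nrx-1 and nrm were under 1 in every group, with Nrx-1 at 0.800 ± 0.216 (SD, n = 6) in 24 h females. LOC724292 was at 4.17 ± 1.16 (SD, n = 6) in 24 h females and 9.82 ± 0.988 (SD, n = 6) in 72 h males. The intronic transcripts themselves were not analysed here.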

The expression from these 10-top host gene exons was about one-to-six orders of magnitude lower that from their intronic RNA regions (Figures 2E,F).

### Honeybee lncRNAs Are Extensively Activated in Female but Not Male Embryos

We then profiled the expression dynamics of embryonic honeybee lncRNAs. 

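The predicted lncRNAs were not analysed here, and the values that follow are for the annotated lncRNA genes. With RPKM over 0.1, female embryos had 898 ± 15.9 (SD, n = 6) of them at 24 h, 1298 ± 36.4 (SD, n = 6) at 48 h and 1414 ± 34.1 (SD, n = 6) at 72 h. Male embryos had 886.5 ± 8.36 (SD, n = 6), 790.2 ± 31.9 (SD, n = 6) and 756.5 ± 18.3 (SD, n = 6). Both the rise in females and the fall in males from 24 to 72 h separated all embryos of the 2 time points (exact permutation test, p = 0.00216, n = 6 against 6). When all libraries were thinned to the smallest total and any count was taken as detected, a choice made after the data were seen, the male number rose from 728.5 ± 9.22 (SD, n = 6) at 24 h to 849.3 ± 42.5 (SD, n = 6) at 72 h, and the female number rose from 736.7 ± 10.5 to 1190.5 ± 26.7 (SD, n = 6 each). With both queens fitted together, 421 annotated lncRNA genes were higher and 340 lower in females at 72 h, of 1011 tested.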

We observed that the detected number of lncRNAs was increased during the developmental course in female embryos but decreased in male embryos (Figure 3A). This large sex-difference was not observed in *Drosophila* (Figure 3B). PCCs and PCA analyses of the expression profiles of lncRNAs showed that their expression patterns in female honeybee embryos at 24, 48, and 72 h *AEL* were highly divergent. In contrast, the global lncRNA expression patterns in male embryos were strikingly similar (Figure 3C and Supplementary Figure 2C). Heatmap clustering also revealed the globally-activated expression of honeybee lncRNAs specifically in female embryos, although maternally repressed lncRNAs were similar in both female and male embryos (Figure 3D). Importantly, there were three obvious waves of lncRNA activation for 24–48, 24–72, and 48–72 h, just like what we observed in the mRNA data for diploid females (Figures 3D, left, 1H, left). Statistics of the lncRNAs specifically activated in zygotic female embryos showed that 72.7% of them were transcribed from intronic regions and 64.6% were specifically expressed in female embryos (Figure 3E).

**FIGURE 3:**
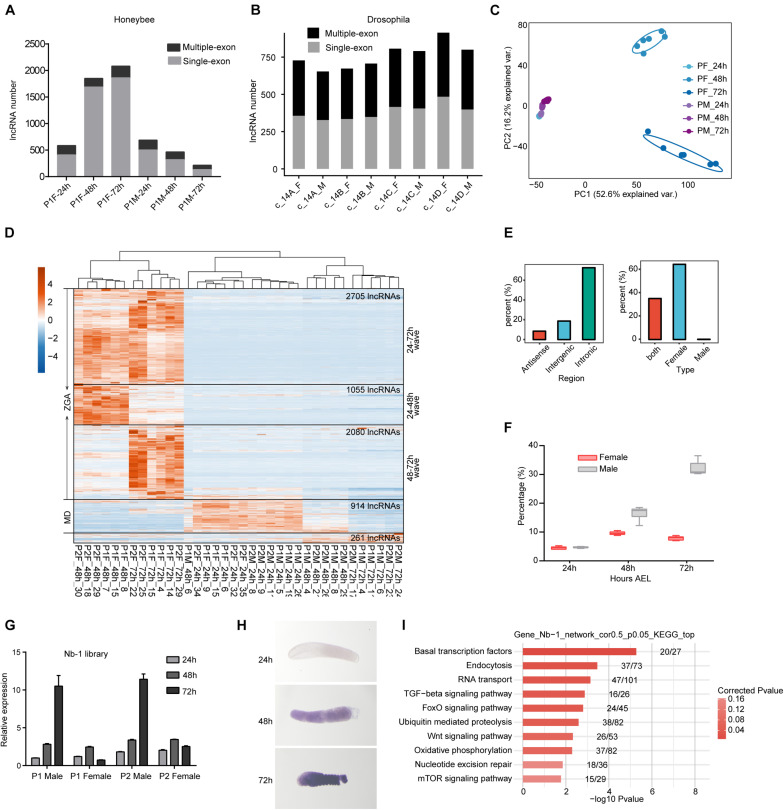
LncRNAs are extensively activated during the embryonic development of honeybee female embryos. **(A)** The numbers of detected lncRNAs (1,000-nt threshold for single exon lncRNAs) were increased in female embryos, and decreased in male embryos. In each sample group, we randomly selected 20 million mapped reads from each sample to perform lncRNAs prediction pipeline. Results of 18 samples from one queen were shown. The results of other 18 samples were similar. **(B)** The numbers of detected lncRNAs were not obviously changed in female and male embryos of fruit fly. The same analysis method was executed as in panel (A). **(C)** PCA analysis showing the divergent lncRNA expression pattern specifically for female embryos after 24 h (1,000-nt threshold for single exon lncRNAs). **(D)** Hierarchical clustering heatmap showing the zygotic expression waves of lncRNAs in female embryos (1,000-nt threshold for single exon lncRNAs). **(E)** The percentage of intronic lncRNAs (left) and female specific lncRNAs (right) among the zygotic activated lncRNAs shown in panel **(D)**. **(F)** Boxplot showing the increased percentage of *Nb-1* reads relative to the total reads aligned to gene regions in honeybee female and male embryos. **(G)** RT-qPCR validation of *Nb-1* expression showing high consistence with the sequenced libraries. **(H)** *In situ* hybridization experiment validated the robust increase of *Nb-1* expression in male embryos. **(I)** Bar plot showing the top ten enriched KEGG pathways for genes whose expressions were correlated with *Nb-1* (*p*-value < 0.05 and PCCs > 0.5).

The most highly expressed lncRNAs in both female and male was *Nb-1* lncRNA, which occupied as high as 36.49% of the total reads mapped to the previously annotated gene regions (Figure 3F). Strikingly, *Nb-1* expression was increased in both sexes at 48 h *AEL*; however, its expression increased robustly and specifically in male embryos at 72 h *AEL* (Figure 3F). We validated the male-specific increase in the expression of *Nb-1* by both qPCR and *in situ* hybridization (ISH) experiments (Figures 3G,H). Although *Nb-1* expression was highly regulated, expression of its host gene was consistently low (Supplementary Figure 3C). 

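LOC102654021 (gene7744) is an annotated lncRNA gene on linkage group 10 from 2636208 to 2645754 on the minus strand, with 3 exons of 2392 nt in total. Its mean RPKM per sex and time point was at most 0.137 ± 0.0862 (SD, n = 6), in 48 h females. No embryo at 24 h and no 48 h male had more than 1 count on it, which is under the floor of 3 counts. The highest count in any embryo was 8, in a 72 h male.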

To predict potential targets of lncRNA *Nb-1*, we used co-expression network analysis, and revealed a negative correlation between *Nb-1* and 95% of its co-expressed genes (*p*-value < 0.05 and | PCCs| > 0.5). The co-expressed genes showed enrichment for basal transcription factors, endocytosis, RNA transport, as well as for several developmental-control signaling pathways (Figure 3I), implying the potential functions of *Nb-1* in embryonic development of honeybee.

### The Dynamics of Embryonic Intron Splicing Are Associated With the Expression of Known Sex-Determination Splicing Factors Like *csd*, *fem*, *tra2*, and *Sxl*

Our observation of a large population of intronic lncRNAs, in both sense and antisense strands, suggests that there may be interplay between intron splicing and lncRNA expression. Interestingly, global splicing overview revealed that splicing efficiency was relatively constant in diploid females but was time-dependently reduced in haploid males during embryonic development (Figure 4A). Further, the detected AS events were constant in females, but substantially decreased in male embryos, and did so in a time-dependent manner (Figure 4B). The large difference in the AS activity between female and male embryos was coincident with the activation of thousands of lncRNAs in female but not male embryos.

**FIGURE 4:**
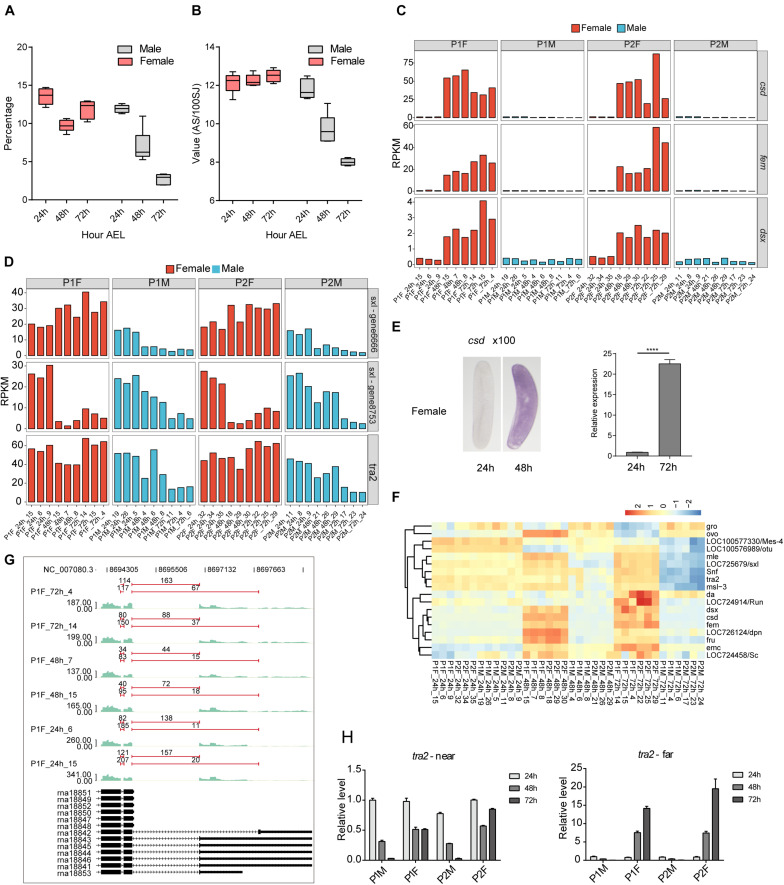
Alternative splicing (AS) is regulated in a sex-specific pattern during honeybee embryonic development. **(A)** Boxplot showing the percentage of spliced reads among total uniquely mapped reads for each group. **(B)** Boxplot showing the detection efficiency of AS events in female and male eggs. We used the detected ASEs number per 100 SJs as the detection efficiency. **(C)** Bar plot showing the time-dependent expression dynamics of *Sxl*, *tra*, and *dsx* in male and female embryos. **(D)** Bar plot showing the time-dependent expression dynamics of *tra2* and two copies of *Sxl* in male and female embryos. **(E)** ISH and RT-qPCR validation results of the increased expression level of *csd* gene after 24 h *AEL* in female embryos. The embryos were amplified by 100 times, and the purple color represented the intensity signal of *csd* (ISH, left). **(F)** Hierarchical clustering heatmap of the expression level of SDGs revealed two types of expression patterns: maternal expressed (upper cluster) and zygotic activated (lower cluster) **(G)** Reads density plot showing the APA regulation of *tra2* transcripts in female embryos. The numbers above the red line indicate the counts of splicing junction reads. **(H)** Bar plot showed the RT-qPCR validation of APA usage for *tra2* transcripts. Left panel showing the proximal PAS signal, and right panel for distal PAS signal.

We here compared our honeybee data to a published single-embryo transcriptomes of fruit fly (see section “Materials and Methods”) to delineate any links between the expression of SDGs and the expression or AS dynamics of mRNAs and lncRNAs at each of the embryonic developmental stages. In *Drosophila*, we noted that *Sxl* expression was low in both males and females at mitotic cycle 10–13, but was robustly activated at the 14th mitotic cycle specific in females (Supplementary Figure 3D), indicative of a strong sex-specific zygotic activation. Expression of *tra2* showed no sex-specificity, showing a time-dependent maternal degradation in both sexes of diploid embryos (Supplementary Figure 3D). Expression of *dsx* was at a consistently very low level, yet zygotic activation occurred in both sexes of diploid embryos from mitotic cycle 11–14 in a time-dependent manner (Supplementary Figure 3D).

In honeybee embryos, *csd*, *fem*, and *dsx* showed very low expression at 24 h *AEL*, yet the expression of all three of these genes was strongly activated in diploids from 24 to 48 h *AEL*, which did not occur in haploids (Figure 4C). ISH and qPCR confirmed the induced expression of *csd* in females (Figure 4E). The expression of the other two aforementioned sex-determination splicing factors (*tra2* and *Sxl*) was high in 24 h embryos and oocytes (Figure 4D and Supplementary Figure 3E), indicative of their maternal expression. 

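The gene tra2 (gene8845) lies on linkage group 11 from 8692825 to 8698291. Both copies of Sxl overlap a gene on the opposite strand: LOC725679 (gene6666), annotated as a sex-lethal homolog, on linkage group 8 from 6628794 to 6646187, and LOC552308 (gene8753) on linkage group 11 from 6086692 to 6088651. The annotation describes LOC552308 as zinc finger CCHC-type and RNA-binding motif-containing protein 1-like. At 24 h AEL the RPKM of tra2 was 58.8 ± 7.27 (SD, n = 6) in females and 52.3 ± 5.60 (SD, n = 6) in males. LOC725679 was at 19.2 ± 1.89 and 16.2 ± 1.49 (SD, n = 6 each), and LOC552308 at 41.0 ± 8.47 and 37.5 ± 5.52 (SD, n = 6 each). None of the 3 genes differed between the sexes at 24 h (edgeR adjusted p from 0.596 to 0.93, absolute log2 fold changes of at most 0.17).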

We found evidence for the maternal degradation of transcript from one copy of *Sxl* gene (gene8753) in diploid honeybee embryos and for all the *tra2* and *Sxl* genes in the haploid embryos. 

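In females LOC552308 fell to an RPKM of 4.48 ± 0.882 (SD, n = 6) at 48 h, with a log2 fold change of -3.04 (standard error 0.17, edgeR adjusted p = 9.91e-20), and was at 11.7 ± 2.28 (SD, n = 6) at 72 h. In males its RPKM was 24.1 ± 3.08 (SD, n = 6) at 48 h and 5.98 ± 2.42 (SD, n = 6) at 72 h. The RPKM of tra2 in males was 36.9 ± 14.2 (SD, n = 6) at 48 h and 15.3 ± 3.62 (SD, n = 6) at 72 h, and that of LOC725679 was 5.53 ± 1.29 (SD, n = 6) and 3.08 ± 0.964 (SD, n = 6). For each of the 3 genes, all 72 h males had a lower RPKM than all 24 h males (exact permutation test, p = 0.00216, n = 6 against 6). The mean log2 ratio of 72 to 24 h was -1.81 for tra2, -2.46 for LOC725679 and -2.73 for LOC552308. The reads outside the analysed genes enter the divisor of RPKM, and per count on the analysed genes the ratios were -0.22, -0.87 and -1.14. On TMM-normalized CPM, tra2 rose by 0.51 (exact permutation test, p = 0.00216), while LOC725679 (-0.14, p = 0.370) and LOC552308 (-0.42, p = 0.0671) did not differ between 24 and 72 h by the same exact test. On this scale LOC725679 fell in males by -0.70 from 24 to 48 h (exact permutation test, p = 0.00433). From 48 to 72 h LOC725679 rose by 0.56 (exact permutation test, p = 0.0303). LOC552308 rose in males by 0.24 from 24 to 48 h (exact permutation test, p = 0.0325). From 48 to 72 h LOC552308 fell by -0.66 (exact permutation test, p = 0.00866). These scales were added after the data were seen.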

Note that the expression of the *tra2* gene and the one *Sxl* copy (gene6666) was constantly high throughout embryonic development in female (Figure 4D). This robust transcriptional activation of the female-specific splicing factors *csd* and *fem*, viewed alongside the constantly high levels of *tra2* and *Sxl* in female embryos (but not male embryos) from 24 to 48 h *AEL*, together support the findings that highly efficient splicing occurs, specifically in females, throughout embryonic development.

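In females the RPKM of tra2 was 50.1 ± 9.44 (SD, n = 6) at 48 h and 74.6 ± 4.22 (SD, n = 6) at 72 h, and that of LOC725679 was 29.9 ± 5.39 (SD, n = 6) and 33.0 ± 5.46 (SD, n = 6). LOC725679 rose from 24 to 48 h in females with a log2 fold change of 0.77 (standard error 0.14, edgeR adjusted p = 2.42e-06). At 48 h it was higher in females than in males, with a log2 fold change of 1.61 (standard error 0.14, adjusted p = 2.56e-13 from the same fit). The log2 fold change of tra2 between the sexes at 72 h was -0.29 with TMM (edgeR adjusted p = 0.0257) and 0.95 without a composition correction (edgeR adjusted p = 3.09e-09). The median of all genes moved from 0.41 to 1.64 between these scalings, and tra2 lay below it under both.

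**Figure D2:**
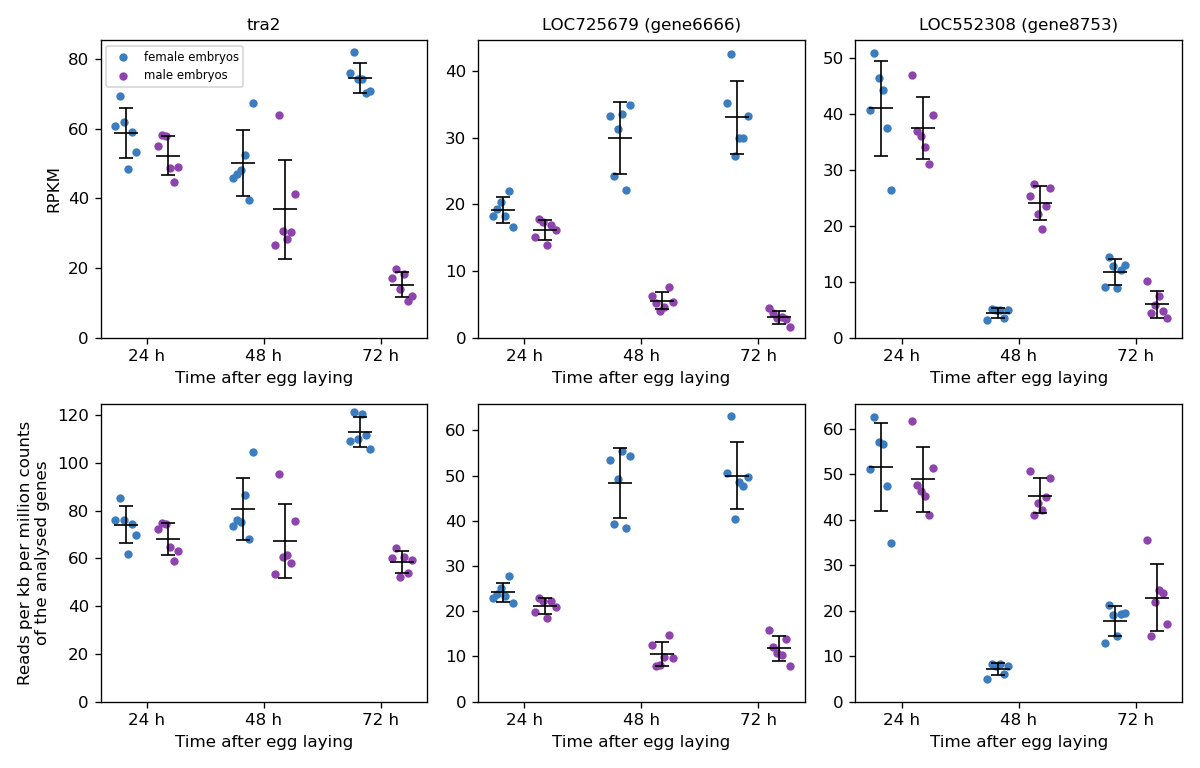
RPKM (top) and reads per kilobase per count on the analysed genes (bottom) of tra2, LOC725679 and LOC552308 against time after egg laying. Each point is 1 embryo (6 per sex and time point), and the black bars give the mean and SD. On the log2 scale, tra2 in males fell by 1.81 from 24 to 72 h in RPKM and by 0.22 per count on the analysed genes.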

We also examined the expression levels of all 18 genes previously reported to function in sex-determination (Sanchez, 2008; Salz, 2011). Clustering analysis of their expression profiles revealed two distinct groups: one group appeared strongly influenced by maternal expression while the other seemed to be controlled by the female-specific activation waves (Figure 4F). 

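Of these genes, 14 were analysed here, of which LOC726124, LOC724458, Snf, LOC725679 and LOC552308 each overlap a gene on the opposite strand. With both queens fitted together, 5 of the 14 were upregulated and 3 downregulated at 48 against 24 h in females, while 1 was upregulated and none downregulated in males. The change differed between the sexes for 7 of them, tested as the interaction of sex and time. In queen 2 on its own, ovo (0.89, edgeR adjusted p = 0.0423) and LOC724458 (0.04, edgeR adjusted p = 0.991) lost this call, from log2 values of 1.34 and 1.46 with both queens, and gro and Snf gained it. The gene mle (gene5177, linkage group 6, 8852378 to 8857621) rose in females with a log2 fold change of 2.04 (standard error 0.13, edgeR adjusted p = 1.14e-17), and its change was larger in females than in males by 2.20 (adjusted p = 9.52e-14). LOC726124 (gene10763) was at least 1170-fold higher in 48 h than in 24 h females. The gene ovo (gene11906) rose in both sexes, by 3.04 in females and 1.70 in males on the log2 scale. LOC724458 (gene8404) rose by 2.40 and Snf (gene11124) by 1.07 in females, where Snf lost its call in queen 1 on its own. LOC100576989 (gene9430) fell in females with a log2 fold change of -2.46 (standard error 0.12, adjusted p = 2.84e-21) and was at -0.26 in males (adjusted p = 0.0579). LOC724914 (gene10247), which is 1 of the 3 downregulated genes, was at -1.15 in females (adjusted p = 0.0141) and lost its call under 4 of the alternatives, DESeq2 size factors, total counts and each queen on its own.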

To further verify this transcriptional profile, we re-analyzed our RNA-seq data in the context of a previously published proteome dataset from the embryos of *A. mellifera* that were collected at similar time-points during embryogenesis (Fang et al., 2015) and found that our data included mRNA transcripts corresponding to 98.48% of the proteins identified in that dataset (Supplementary Figure 3F). Notably in the proteome dataset, three SDG proteins – Gro, Snf, and an Sxl homolog (gene6666) – were detected at all stages of male and female embryos (Supplementary Figure 3G). However, the Tra2 protein was specifically detected at 48 and 72 h *AEL* only in female embryos, supporting the result from our single embryo RNA-seq.

Alternative splicing regulation of SDGs is known to be key regulatory influence during sex determination (Sanchez, 2008; Salz, 2011; Haussmann et al., 2016), so we detected AS events for the *csd*, *fem*, *dsx* and other SDGs in female embryos and found that splicing isoforms that were consistent with previous reports (Hasselmann et al., 2008; Gempe et al., 2009) (Supplementary Figure 4 and Supplementary Table 5). There are multiple AS events observed among these SDGs: *csd* contain 8 types of ASEs, including MXE, alternative 3′ splice site (A3SS), and intron retention events (IR); we only observed two IR events of *fem* in our data; *dsx* had ASEs of IR and alternative 5′ splice site (A5SSA) (Supplementary Table 5). The fruitless (*fru*) gene were reported functioning in the sex-specific neuronal differentiation of *Drosophila* (Ryner et al., 1996; Demir and Dickson, 2005). We also found the *fru* homolog in honeybee, but no obvious AS differentiation was observed between female and male embryos. We found 16 ASEs in *fru*, including the types of MXE, A5SSA, A3SS, and exon skipping (ES) (Supplementary Table 5). AS of *Sxl* and *tra2* were similar in both female and male embryos (Supplementary Figure 4). However, female and male embryos differed significantly at their respective AS products with the last exon of *tra2*, which was present as two mRNA isoforms with APAs (Figure 4G, *p*-value = 0.003, Fisher’s exact test). At 24 h *AEL*, both female and male embryos primarily used the proximal 3′ss and polyadenylation site, leading to the dominant form of shorter 3′UTR. At 48 and 72 h AEL stages, the usage of the distal 3′ss and polyadenylation site in female embryos was significantly increased, but remained largely unchanged in male embryos (Figure 4G). RT-qPCR experiments validated the APA events as well as the specific usage of the APA site in female embryos (Figure 4H).

## Discussion

Based on our results, we propose a model in which the inactivation of the extra set of chromosomes carried by diploid female honeybees may be controlled influenced by ZGA-specific lncRNA activation during embryonic development. Haploid male embryonic development lacks such a zygotic activation program; moreover, transcriptional activation is weak in haploids, and maternal degradation occurs more slowly than in diploids, which is also observed in *Drosophila* embryos (Bashirullah et al., 1999), suggesting a possible similar mechanism of RNA degradation in *Drosophila* and honeybee. During diploid embryonic development, at least three waves of ZGA occur, with the expression of thousands of protein coding genes. The ZGA-activated expression of sex-determination splicing factors (*csd*, *fem*, *tra2*, and *Sxl*) occurs in the early wave. Importantly, we also found that the ZGA program simultaneously occurred with the expression of thousands of intronic lncRNAs. Based on the regulatory functions of lncRNAs in many species (Morris and Mattick, 2014; Statello et al., 2021), One possible explanation is that these lncRNAs may function to participate in ZGA program in the diploids. Given the lack of ZGA program in haploids, it is consistent that we did not observe zygotic activated lncRNA expression. This model suggests a unique dose compensation mechanism for haplodiploid animals that involves over a thousand lncRNAs which may apparently involve in the expression regulation of genes during the ZGA program (Graphical Abstract).

During embryonic development, MZT controls a coordinated cascade of genetically encoded events (Lee et al., 2014). In fertilized female honeybee embryos, we found that the maternal transcripts are globally degraded from 24 to 48 h *AEL*, and robust ZGA in honeybee occurs in waves throughout the late blastoderm and gastrulation stages ranging from 24 to 72 h (Nelson, 1915; Fleig and Sander, 1985), which resembles the previously reported ZGA program in *Drosophila* (Pritchard and Schubiger, 1996). The process of sex determination in *Drosophila* is known to be controlled by the transcriptional activation of the *Sxl* splicing factor in female embryos (Schutt and Nothiger, 2000) and *Sxl*-initiated short splicing regulation cascade composed of three genes *Sxl*, *tra2*, and *dsx* (Sanchez, 2008; Gempe et al., 2009; Salz, 2011; Bopp et al., 2014; Zhang et al., 2014). From our data, we observed a more complex splicing regulation network comprising *Sxl*, *tra2*, *csd*, *fem*, and *dsx* in honeybee embryos, all of which are under ZGA program control in female embryos. Additionally, we found that *tra2* expression may be controlled via a previously unknown AS-coupled APA. Taken together, it is likely that honeybee and *Drosophila* use evolutionally divergent mechanisms to control *dsx* expression. We propose that the ZGA-activated expressions of sex-determining splicing factors in the early wave may function to support the high splicing efficiency and the intronic lncRNA activation that we observed in diploid embryos.

The involvement of lncRNAs in regulating early embryonic development is conserved among animals (Fatica and Bozzoni, 2014). *Xist/XIST* RNA is directly involved in the repression of chromatin formation; *Xist* is specifically expressed in early female mouse and human embryonic cells to orchestrate X-chromosome inactivation (XCI) (da Rocha and Heard, 2017; Sahakyan et al., 2018). In agreement with a role for lncRNAs in chromosome dose compensation, we here demonstrate that the transcription of thousands of lncRNAs is specifically and temporally observed in female honeybee during embryonic development, implying lncRNA activation may be controlled by the same ZGA program and has the potential to regulate thousands of protein-coding genes.

Our study provides evidence that different genome activation programs are exerted in female vs. male embryos that illustrates that these programs affect very large populations of both mRNAs and lncRNAs. lncRNAs are known to function in establishing cell epigenetic states that control cell fate specification during early embryonic development (Burton and Torres-Padilla, 2014). For example, some lncRNAs regulate the expression of HOX genes, and the latter are transcription factors highly conserved and specify the development embryo body plans (Barber and Rastegar, 2010; Mallo and Alonso, 2013; Fatica and Bozzoni, 2014). A recent study showed the potential contribution of epigenetic differences to sex-biased gene expression in adult males and females of two haplodiploid animals (Wang et al., 2015). It is thus conceivable that the prevalence of sex-specific lncRNA expression during honeybee embryonic development may contribute to the establishment of epigenetic states for different cell fate specification programs that control their later developmental paths toward queens, workers, and drones.

We found here that honeybee introns apparently encode thousands of lncRNAs, and the prevalent transcriptional activation of these intronic lncRNAs during ZGA in female honeybee embryos implies a model in which the female-specific lncRNAs may activate zygotic genome transcription and regulate the gene expression in honeybee. Further studies on the epigenetic level and interaction between lncRNAs and genomic DNA regions of different genes in developing embryos and during other developmental stages of honeybee and other haplodiploid animals could be conducted to explore the lncRNA interaction profiles and mechanisms (Wang et al., 2015; Grath and Parsch, 2016). The zygotic activation of female-specific intronic lncRNAs is supported by the constantly high splicing efficiency and the activation of sex-determining splicing factors specifically in female embryos. The lack of the ZGA during blastoderm formation in haploid males apparently thusly escapes the activation of the female-specific lncRNAs and its attendant lncRNA-mediated gene expression. The insights gained from our study illuminate a new path with many intriguing questions that can be addressed experimentally and can thereby help decipher both the haploid genome activation and the unique female-specific lncRNA mechanisms underlying chromosome silencing and ZGA in these genetically and behaviorally fascinating social insects.

## Data Availability Statement

The raw sequencing data has been deposited in GEO and are accessible through accession numbers GSE101741 for all RNA-seq sequencing reads.

## Author Contributions

LW, YiZ, HZ, and MW conceived the project. MW, XX, FY, and LZ designed and performed the experiments. DC, HZ, YuZ, MW, LZ, CC, and YiZ analyzed the data. XX, LW, QN, and SW contributed to the reagents, materials, and analysis tools. YiZ, LW, DC, MW, and HZ wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

DC, FY, YuZ, CC, and YiZ were employed by the company ABLife Inc. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[B1] AltschulS. F.GishW.MillerW.MyersE. W.LipmanD. J. (1990). Basic local alignment search tool. *J. Mol. Biol.* 215 403–410. 10.1016/s0022-2836(05)80360-22231712

[B2] AndersS.HuberW. (2010). Differential expression analysis for sequence count data. *Genome Biol.* 11:R106.10.1186/gb-2010-11-10-r106PMC321866220979621

[B3] BarberB. A.RastegarM. (2010). Epigenetic control of Hox genes during neurogenesis, development, and disease. *Ann. Anat.* 192 261–274. 10.1016/j.aanat.2010.07.009 20739155

[B4] BashirullahA.HalsellS. R.CooperstockR. L.KlocM.KaraiskakisA.FisherW. W. (1999). Joint action of two RNA degradation pathways controls the timing of maternal transcript elimination at the midblastula transition in *Drosophila* melanogaster. *Embo J.* 18 2610–2620. 10.1093/emboj/18.9.2610 10228172PMC1171340

[B5] BatistaP. J.ChangH. Y. (2013). Long noncoding RNAs: cellular address codes in development and disease. *Cell* 152 1298–1307. 10.1016/j.cell.2013.02.012 23498938PMC3651923

[B6] BellL. R.MaineE. M.SchedlP.ClineT. W. (1988). Sex-lethal, a *Drosophila* sex determination switch gene, exhibits sex-specific RNA splicing and sequence similarity to RNA binding proteins. *Cell* 55 1037–1046. 10.1016/0092-8674(88)90248-63144435

[B7] BertholfL. M. (1925). The moults of the honeybee. *J. Econ. Entomol.* 18 380–384. 10.1093/jee/18.2.380

[B8] BeyeM.HasselmannM.FondrkM. K.PageR. E.OmholtS. W. (2003). The gene csd is the primary signal for sexual development in the honeybee and encodes an SR-type protein. *Cell* 114 419–429. 10.1016/s0092-8674(03)00606-812941271

[B9] BoppD.SacconeG.BeyeM. (2014). Sex determination in insects: variations on a common theme. *Sex Dev.* 8 20–28. 10.1159/000356458 24335049

[B10] BorenszteinM.SyxL.AncelinK.DiabangouayaP.PicardC.LiuT. (2017). Xist-dependent imprinted X inactivation and the early developmental consequences of its failure. *Nat. Struct. Mol. Biol.* 24 226–233. 10.1038/nsmb.3365 28134930PMC5337400

[B11] BriggsJ. A.WeinrebC.WagnerD. E.MegasonS.PeshkinL.KirschnerM. W. (2018). The dynamics of gene expression in vertebrate embryogenesis at single-cell resolution. *Science* 360 eaar5780. 10.1126/science.aar5780 29700227PMC6038144

[B12] BullJ. J. (1983). *Evolution of Sex Determining Mechanisms.* San Francisco CA: The Benjamin/Cummings Publishing Company, Inc.

[B13] BurtonA.Torres-PadillaM. E. (2014). Chromatin dynamics in the regulation of cell fate allocation during early embryogenesis. *Nat. Rev. Mol. Cell Biol.* 15 723–734. 10.1038/nrm3885 25303116

[B14] BustinS. A.BenesV.GarsonJ. A.HellemansJ.HuggettJ.KubistaM. (2009). The MIQE guidelines: minimum Information for Publication of quantitative real-time PCR experiments. *Clin. Chem.* 55 611–622. 10.1373/clinchem.2008.112797 19246619

[B15] ChuC.ZhangQ. C.Da RochaS. T.FlynnR. A.BharadwajM.CalabreseJ. M. (2015). Systematic discovery of Xist RNA binding proteins. *Cell* 161 404–416. 10.1016/j.cell.2015.03.025 25843628PMC4425988

[B16] da RochaS. T.HeardE. (2017). Novel players in X inactivation: insights into Xist-mediated gene silencing and chromosome conformation. *Nat. Struct. Mol. Biol.* 24 197–204. 10.1038/nsmb.3370 28257137

[B17] De IacoA.PlanetE.ColuccioA.VerpS.DucJ.TronoD. (2017). DUX-family transcription factors regulate zygotic genome activation in placental mammals. *Nat. Genet.* 49 941–945. 10.1038/ng.3858 28459456PMC5446900

[B18] DeardenP. K.WilsonM. J.SablanL.OsborneP. W.HavlerM.McnaughtonE. (2006). Patterns of conservation and change in honey bee developmental genes. *Genome Res.* 16 1376–1384. 10.1101/gr.5108606 17065607PMC1626639

[B19] DemirE.DicksonB. J. (2005). fruitless splicing specifies male courtship behavior in *Drosophila*. *Cell* 121 785–794. 10.1016/j.cell.2005.04.027 15935764

[B20] DespicV.NeugebauerK. M. (2018). RNA tales – how embryos read and discard messages from mom. *J. Cell Sci.* 131:jcs201996.10.1242/jcs.20199629467249

[B21] DevauxY.ZangrandoJ.SchroenB.CreemersE. E.PedrazziniT.ChangC. P. (2015). Long noncoding RNAs in cardiac development and ageing. *Nat. Rev. Cardiol.* 12 415–425. 10.1038/nrcardio.2015.55 25855606

[B22] FangY.FengM.HanB.QiY.HuH.FanP. (2015). Proteome analysis unravels mechanism underling the embryogenesis of the honeybee drone and its divergence with the worker (*Apis mellifera* lingustica). *J. Proteome Res.* 14 4059–4071. 10.1021/acs.jproteome.5b00625 26260241

[B23] FarrellJ. A.WangY.RiesenfeldS. J.ShekharK.RegevA.SchierA. F. (2018). Single-cell reconstruction of developmental trajectories during zebrafish embryogenesis. *Science* 360:eaar3131. 10.1126/science.aar3131 29700225PMC6247916

[B24] FaticaA.BozzoniI. (2014). Long non-coding RNAs: new players in cell differentiation and development. *Nat. Rev. Genet.* 15 7–21. 10.1038/nrg3606 24296535

[B25] FleigR.SanderK. (1985). Blastoderm development in honey bee embryogenesis as seen in the scanning electron microscope. *Int. J. Invertebr. Reprod.* 8 279–286. 10.1080/01688170.1985.10510156

[B26] FleigR.SanderK. (1986). Embryogenesis of the honeybee *Apis mellifera* l. (hymenoptera : apidae): an sem study. *Int. J. Insect Morphol. Embryol.* 15 449–462. 10.1016/0020-7322(86)90037-1

[B27] GempeT.BeyeM. (2011). Function and evolution of sex determination mechanisms, genes and pathways in insects. *Bioessays* 33 52–60. 10.1002/bies.201000043 21110346PMC3040292

[B28] GempeT.HasselmannM.SchiottM.HauseG.OtteM.BeyeM. (2009). Sex determination in honeybees: two separate mechanisms induce and maintain the female pathway. *PLoS Biol.* 7:e1000222. 10.1371/journal.pbio.1000222 19841734PMC2758576

[B29] GrathS.ParschJ. (2016). Sex-biased gene expression. *Annu. Rev. Genet.* 50 29–44.2757484310.1146/annurev-genet-120215-035429

[B30] HasselmannM.GempeT.SchiøttM.Nunes-SilvaC. G.OtteM.BeyeM. (2008). Evidence for the evolutionary nascence of a novel sex determination pathway in honeybees. *Nature* 454 519–522. 10.1038/nature07052 18594516

[B31] HaussmannI. U.BodiZ.Sanchez-MoranE.MonganN. P.ArcherN.FrayR. G. (2016). m6A potentiates Sxl alternative pre-mRNA splicing for robust *Drosophila* sex determination. *Nature* 540 301–304. 10.1038/nature20577 27919081

[B32] HedrickP. W.ParkerJ. D. (1997). Evolutionary genetics and genetic variation of haplodiploids and X-linked genes. *Annu. Rev. Ecol. Syst.* 28 55–83. 10.1146/annurev.ecolsys.28.1.55

[B33] Honeybee Genome Sequencing. (2006). Insights into social insects from the genome of the honeybee *Apis mellifera*. *Nature* 443 931–949. 10.1038/nature05260 17073008PMC2048586

[B34] JeonY.LeeJ. T. (2011). YY1 tethers Xist RNA to the inactive X nucleation center. *Cell* 146 119–133. 10.1016/j.cell.2011.06.026 21729784PMC3150513

[B35] KongL.ZhangY.YeZ. Q.LiuX. Q.ZhaoS. Q.WeiL. (2007). CPC: assess the protein-coding potential of transcripts using sequence features and support vector machine. *Nucleic Acids Res.* 35 W345–W349.1763161510.1093/nar/gkm391PMC1933232

[B36] LangfelderP.HorvathS. (2008). WGCNA: an R package for weighted correlation network analysis. *BMC Bioinformatics* 9:559.10.1186/1471-2105-9-559PMC263148819114008

[B37] LangleyA. R.SmithJ. C.StempleD. L.HarveyS. A. (2014). New insights into the maternal to zygotic transition. *Development* 141 3834–3841. 10.1242/dev.102368 25294937

[B38] LeeM. T.BonneauA. R.GiraldezA. J. (2014). Zygotic genome activation during the maternal-to-zygotic transition. *Annu. Rev. Cell Dev. Biol.* 30 581–613. 10.1146/annurev-cellbio-100913-013027 25150012PMC4303375

[B39] LiuS.WangZ.ChenD.ZhangB.TianR.WuJ. (2017). Annotation and cluster analysis of spatiotemporal- and sex-related lncRNA expression in Rhesus macaque brain. *Genome Res.* 27 1608–1620. 10.1101/gr.217463.116 28687705PMC5580719

[B40] LivakK. J.SchmittgenT. D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(T)(-Delta Delta C) method. *Methods* 25 402–408. 10.1006/meth.2001.1262 11846609

[B41] LottS. E.VillaltaJ. E.SchrothG. P.LuoS.TonkinL. A.EisenM. B. (2011). Noncanonical compensation of zygotic X transcription in early *Drosophila* melanogaster development revealed through single-embryo RNA-seq. *PLoS Biol.* 9:e1000590. 10.1371/journal.pbio.1000590 21346796PMC3035605

[B42] MaS.DaiY. (2011). Principal component analysis based methods in bioinformatics studies. *Brief Bioinform.* 12 714–722. 10.1093/bib/bbq090 21242203PMC3220871

[B43] MalloM.AlonsoC. R. (2013). The regulation of Hox gene expression during animal development. *Development* 140 3951–3963. 10.1242/dev.068346 24046316

[B44] MartinM. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet J.* 17 10–12. 10.14806/ej.17.1.200

[B45] MattickJ. S.RinnJ. L. (2015). Discovery and annotation of long noncoding RNAs. *Nat. Struct. Mol. Biol.* 22 5–7. 10.1038/nsmb.2942 25565026

[B46] MattilaH. R.SeeleyT. D. (2007). Genetic diversity in honey bee colonies enhances productivity and fitness. *Science* 317 362–364. 10.1126/science.1143046 17641199

[B47] McHughC. A.ChenC. K.ChowA.SurkaC. F.TranC.McdonelP. (2015). The Xist lncRNA interacts directly with SHARP to silence transcription through HDAC3. *Nature* 521 232–236. 10.1038/nature14443 25915022PMC4516396

[B48] MorrisK. V.MattickJ. S. (2014). The rise of regulatory RNA. *Nat. Rev. Genet.* 15 423–437. 10.1038/nrg3722 24776770PMC4314111

[B49] MortazaviA.WilliamsB. A.MccueK.SchaefferL.WoldB. (2008). Mapping and quantifying mammalian transcriptomes by RNA-Seq. *Nat. Methods* 5 621–628. 10.1038/nmeth.1226 18516045PMC13303166

[B50] MulveyB. B.OlceseU.CabreraJ. R.HorabinJ. I. (2014). An interactive network of long non-coding RNAs facilitates the *Drosophila* sex determination decision. *Biochim. Biophys. Acta* 1839 773–784. 10.1016/j.bbagrm.2014.06.007 24954180PMC4134978

[B51] NelsonJ. A. (1915). Embryology Of The Honey Bee. Worcestershire: Read Books Ltd press.

[B52] NissenI.MüllerM.BeyeM. (2012). The Am-tra2 gene is an essential regulator of female splice regulation at two levels of the sex determination hierarchy of the honeybee. *Genetics* 192 1015–1026. 10.1534/genetics.112.143925 22942126PMC3522149

[B53] PerchardeM.LinC. J.YinY.GuanJ.PeixotoG. A.Bulut-KarsliogluA. (2018). A LINE1-nucleolin partnership regulates early development and ESC identity. *Cell* 174:e319.10.1016/j.cell.2018.05.043PMC604626629937225

[B54] PiresC. V.FreitasF. C.CristinoA. S.DeardenP. K.SimoesZ. L. (2016). Transcriptome analysis of honeybee (*Apis Mellifera*) haploid and diploid embryos reveals early zygotic transcription during cleavage. *PLoS One* 11:e0146447. 10.1371/journal.pone.0146447 26751956PMC4713447

[B55] PritchardD. K.SchubigerG. (1996). Activation of transcription in *Drosophila* embryos is a gradual process mediated by the nucleocytoplasmic ratio. *Genes Dev.* 10 1131–1142. 10.1101/gad.10.9.1131 8654928

[B56] QuinnJ. J.ChangH. Y. (2016). Unique features of long non-coding RNA biogenesis and function. *Nat. Rev. Genet.* 17 47–62. 10.1038/nrg.2015.10 26666209

[B57] RatnieksF. L. W.KellerL. (1998). Queen control of egg fertilization in the honey bee. *Behav. Ecol. Sociobiol.* 44 57–61. 10.1007/s002650050514

[B58] RemboldH.KremerJ. P.UlrichG. M. (1980). Characterization of postembryonic developmental stages of the female castes of the honey bee, *Apis mellifera* L. *Apidologie* 11 29–38. 10.1051/apido:19800104

[B59] RobinsonG. E.GrozingerC. M.WhitfieldC. W. (2005). Sociogenomics: social life in molecular terms. *Nat. Rev. Genet.* 6 257–270. 10.1038/nrg1575 15761469

[B60] RobinsonM. D.MccarthyD. J.SmythG. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26 139–140. 10.1093/bioinformatics/btp616 19910308PMC2796818

[B61] RynerL. C.GoodwinS. F.CastrillonD. H.AnandA.VillellaA.BakerB. S. (1996). Control of male sexual behavior and sexual orientation in *Drosophila* by the fruitless gene. *Cell* 87 1079–1089. 10.1016/s0092-8674(00)81802-48978612

[B62] SahakyanA.YangY.PlathK. (2018). The role of xist in X-chromosome dosage compensation. *Trends Cell Biol.* 28 999–1013. 10.1016/j.tcb.2018.05.005 29910081PMC6249047

[B63] SalzH. K. (2011). Sex determination in insects: a binary decision based on alternative splicing. *Curr. Opin. Genet. Dev.* 21 395–400. 10.1016/j.gde.2011.03.001 21474300PMC3134629

[B64] SalzH. K.EricksonJ. W. (2010). Sex determination in *Drosophila*: the view from the top. *Fly (Austin)* 4 60–70. 10.4161/fly.4.1.11277 20160499PMC2855772

[B65] SanchezL. (2008). Sex-determining mechanisms in insects. *Int. J. Dev. Biol.* 52 837–856. 10.1387/ijdb.072396ls 18956315

[B66] SchuttC.NothigerR. (2000). Structure, function and evolution of sex-determining systems in dipteran insects. *Development* 127 667–677. 10.1242/dev.127.4.66710648226

[B67] StatelloL.GuoC. J.ChenL. L.HuarteM. (2021). Gene regulation by long non-coding RNAs and its biological functions. *Nat. Rev. Mol. Cell Biol.* 22 96–118.3335398210.1038/s41580-020-00315-9PMC7754182

[B68] SunwooH.ColognoriD.FrobergJ. E.JeonY.LeeJ. T. (2017). Repeat E anchors Xist RNA to the inactive X chromosomal compartment through CDKN1A-interacting protein (CIZ1). *Proc. Natl. Acad. Sci. U.S.A.* 114 10654–10659. 10.1073/pnas.1711206114 28923964PMC5635913

[B69] TadanoH.YamazakiY.TakeuchiH.KuboT. (2009). Age- and division-of-labour-dependent differential expression of a novel non-coding RNA, Nb-1, in the brain of worker honeybees, *Apis mellifera* L. *Insect Mol. Biol.* 18 715–726. 10.1111/j.1365-2583.2009.00911.x 19817910

[B70] TadrosW.LipshitzH. D. (2009). The maternal-to-zygotic transition: a play in two acts. *Development* 136 3033–3042. 10.1242/dev.033183 19700615

[B71] TrapnellC.RobertsA.GoffL.PerteaG.KimD.KelleyD. R. (2012). Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. *Nat. Protoc.* 7 562–578. 10.1038/nprot.2012.016 22383036PMC3334321

[B72] WagnerD. E.WeinrebC.CollinsZ. M.BriggsJ. A.MegasonS. G.KleinA. M. (2018). Single-cell mapping of gene expression landscapes and lineage in the zebrafish embryo. *Science* 360 981–987. 10.1126/science.aar4362 29700229PMC6083445

[B73] WallbergA.BunikisI.PetterssonO. V.MosbechM. B.ChildersA. K.EvansJ. D. (2019). A hybrid de novo genome assembly of the honeybee, *Apis mellifera*, with chromosome-length scaffolds. *BMC Genomics* 20:275.10.1186/s12864-019-5642-0PMC645473930961563

[B74] WallbergA.HanF.WellhagenG.DahleB.KawataM.HaddadN. (2014). A worldwide survey of genome sequence variation provides insight into the evolutionary history of the honeybee *Apis mellifera*. *Nat. Genet.* 46 1081–1088. 10.1038/ng.3077 25151355

[B75] WangE. T.SandbergR.LuoS.KhrebtukovaI.ZhangL.MayrC. (2008). Alternative isoform regulation in human tissue transcriptomes. *Nature* 456 470–476. 10.1038/nature07509 18978772PMC2593745

[B76] WangF.ShinJ.SheaJ. M.YuJ.BoskovicA.ByronM. (2016). Regulation of X-linked gene expression during early mouse development by Rlim. *Elife* 5:e19127.10.7554/eLife.19127PMC505913827642011

[B77] WangK.LiuF.ZhouL. Y.LongB.YuanS. M.WangY. (2014). The long noncoding RNA CHRF regulates cardiac hypertrophy by targeting miR-489. *Circ. Res.* 114 1377–1388. 10.1161/circresaha.114.302476 24557880

[B78] WangX.WerrenJ. H.ClarkA. G. (2015). Genetic and epigenetic architecture of sex-biased expression in the jewel wasps *Nasonia vitripennis* and giraulti. *Proc. Natl. Acad. Sci. U.S.A.* 112 E3545–E3554.2610087110.1073/pnas.1510338112PMC4500217

[B79] WutzA.RasmussenT. P.JaenischR. (2002). Chromosomal silencing and localization are mediated by different domains of Xist RNA. *Nat. Genet.* 30 167–174. 10.1038/ng820 11780141

[B80] XiaH.ChenD.WuQ.WuG.ZhouY.ZhangY. (2017). CELF1 preferentially binds to exon-intron boundary and regulates alternative splicing in HeLa cells. *Biochim. Biophys. Acta* 1860 911–921. 10.1016/j.bbagrm.2017.07.004 28733224

[B81] YuF. Y.ZhangY.ChengC.WangW. Q.ZhouZ. S.RangW. L. (2020). Poly(A)-seq: a method for direct sequencing and analysis of the transcriptomic poly(A)-tails. *PLoS One* 15:e0234696. 10.1371/journal.pone.0234696 32544193PMC7297374

[B82] ZhangZ.KleinJ.NeiM. (2014). Evolution of the sex-lethal gene in insects and origin of the sex-determination system in *Drosophila*. *J. Mol. Evol.* 78 50–65. 10.1007/s00239-013-9599-3 24271947

# Supplementary material for: Sex-Specific Development in Haplodiploid Honeybee Is Controlled by the Female-Embryo-Specific Activation of Thousands of Intronic LncRNAs
**Source:** Front Cell Dev Biol. 2021 Aug 6;9:690167. doi: 10.3389/fcell.2021.690167
**Supplement:** Supplementary file 1

Supplementary Material

**
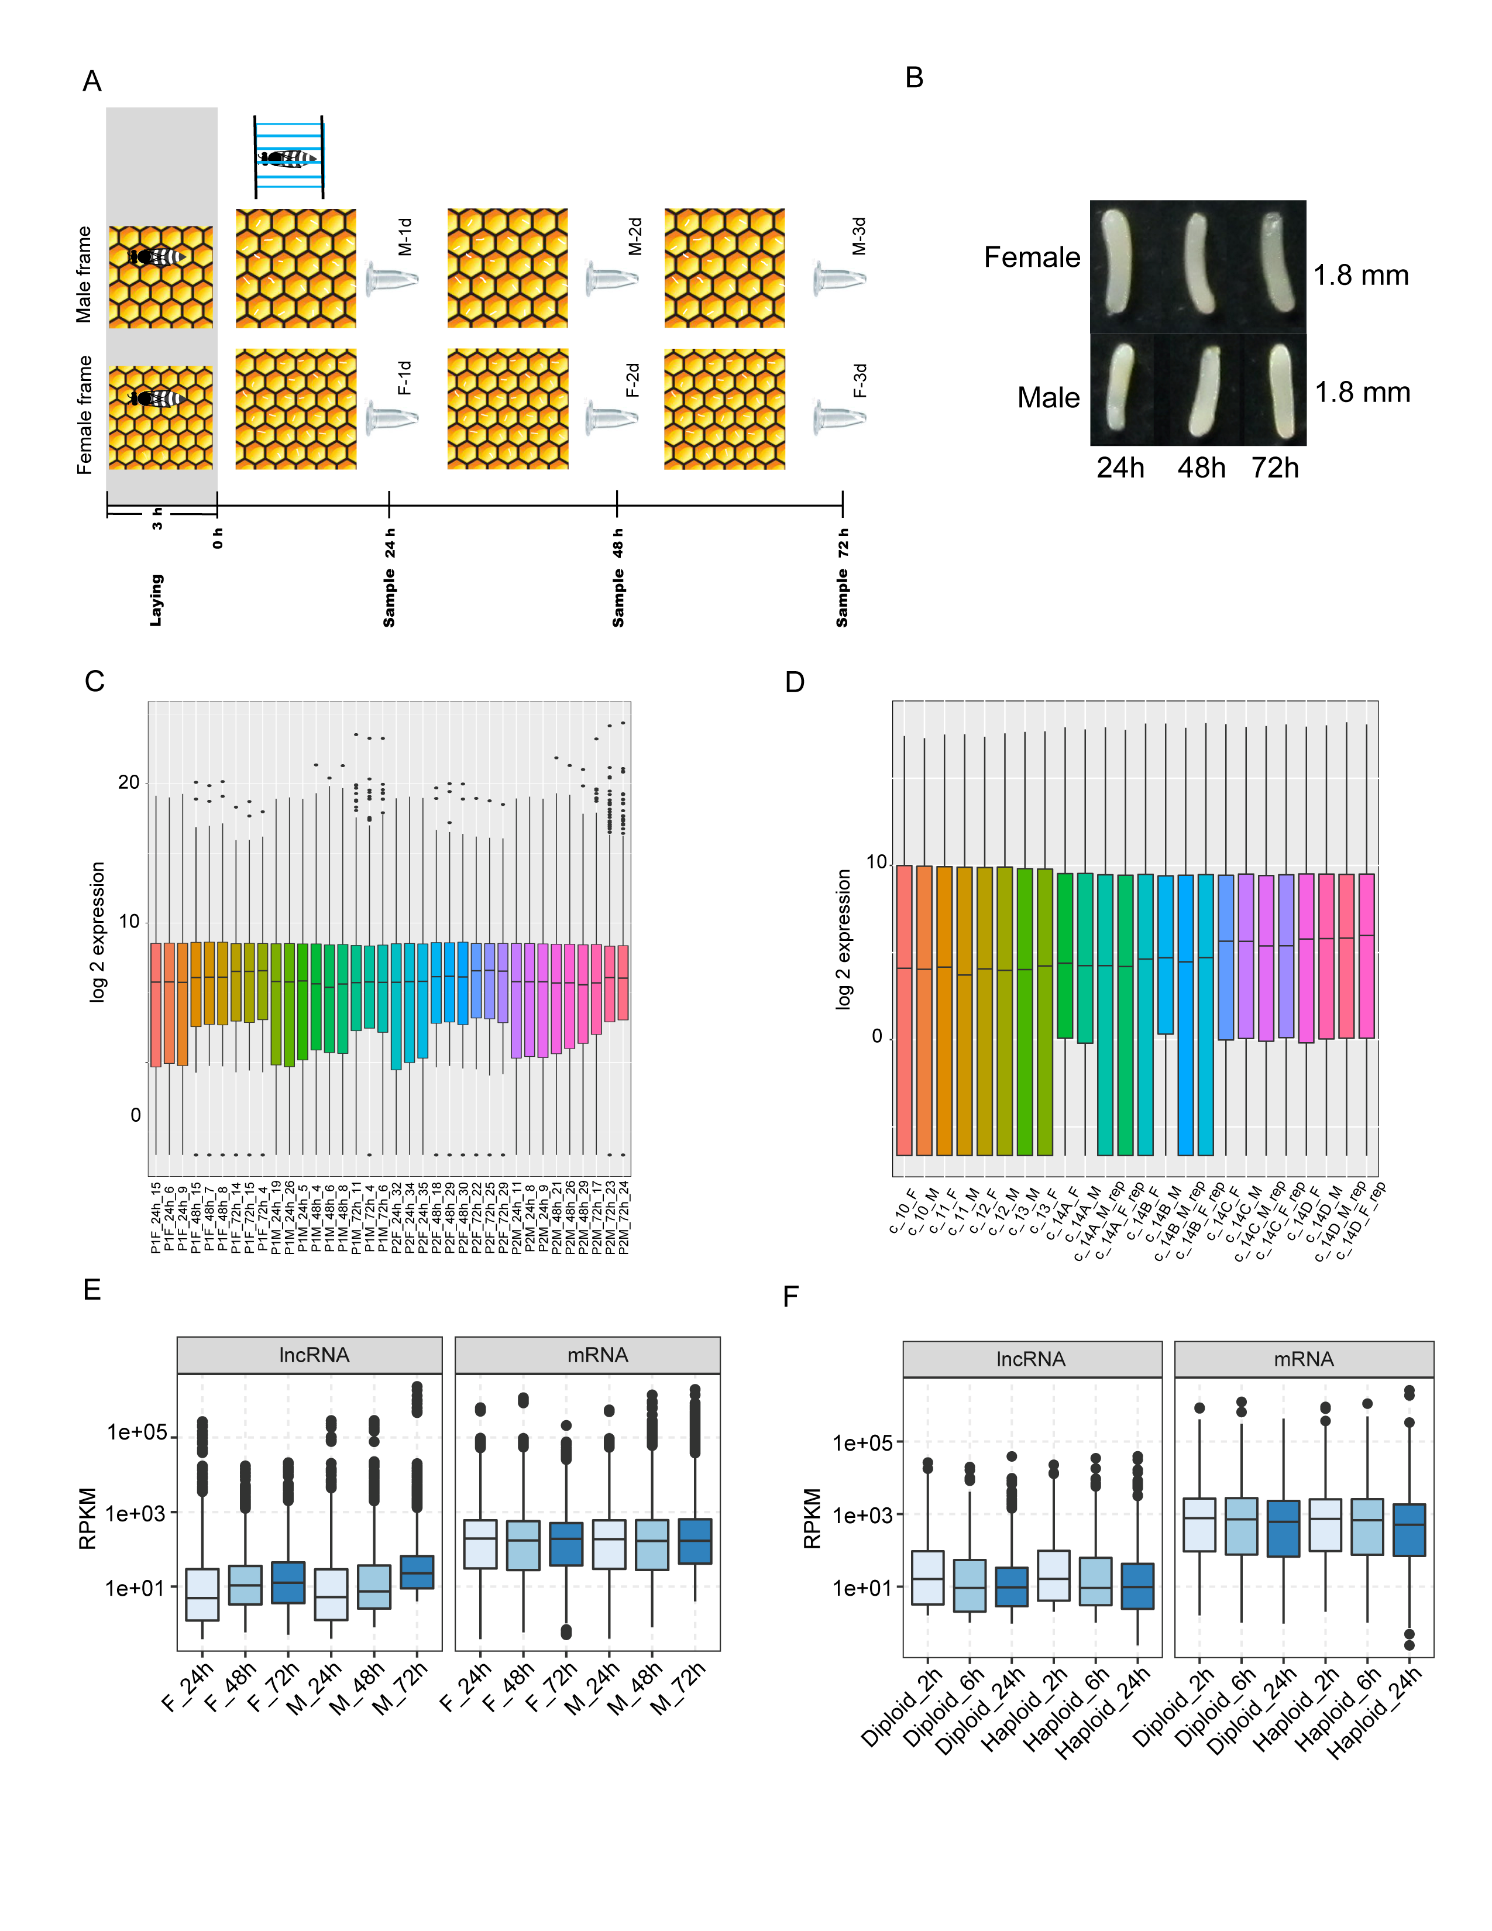
**

**Supplementary Figure 1.** Sample collection procedure and gene expression levels in honey bee embryos from three developmental time points. **(A)** Egg collection procedure. Two different queens were isolated after laying eggs, and we collected eggs from small (female) and big (male) honeycomb at three time points, respectively. **(B)** There was no difference between male and female eggs from the appearance observation. **(C)** Box plot showing the expression level of all expressed genes in 36 single-embryo samples after normalization. **(D)** Boxplot of the normalized expression level of all expressed genes in 24 fruit fly single-embryo samples from Lott et al (Lott et al., 2011). **(E)** Box plot showing the discrepant expression level between annotated lncRNAs and mRNAs in honeybee embryos. **(F)** Box plot showing the more discrepant expression level between lncRNAs and mRNAs from mix embryos of honeybee (Pires et al., 2016) compared with single embryo in (E).

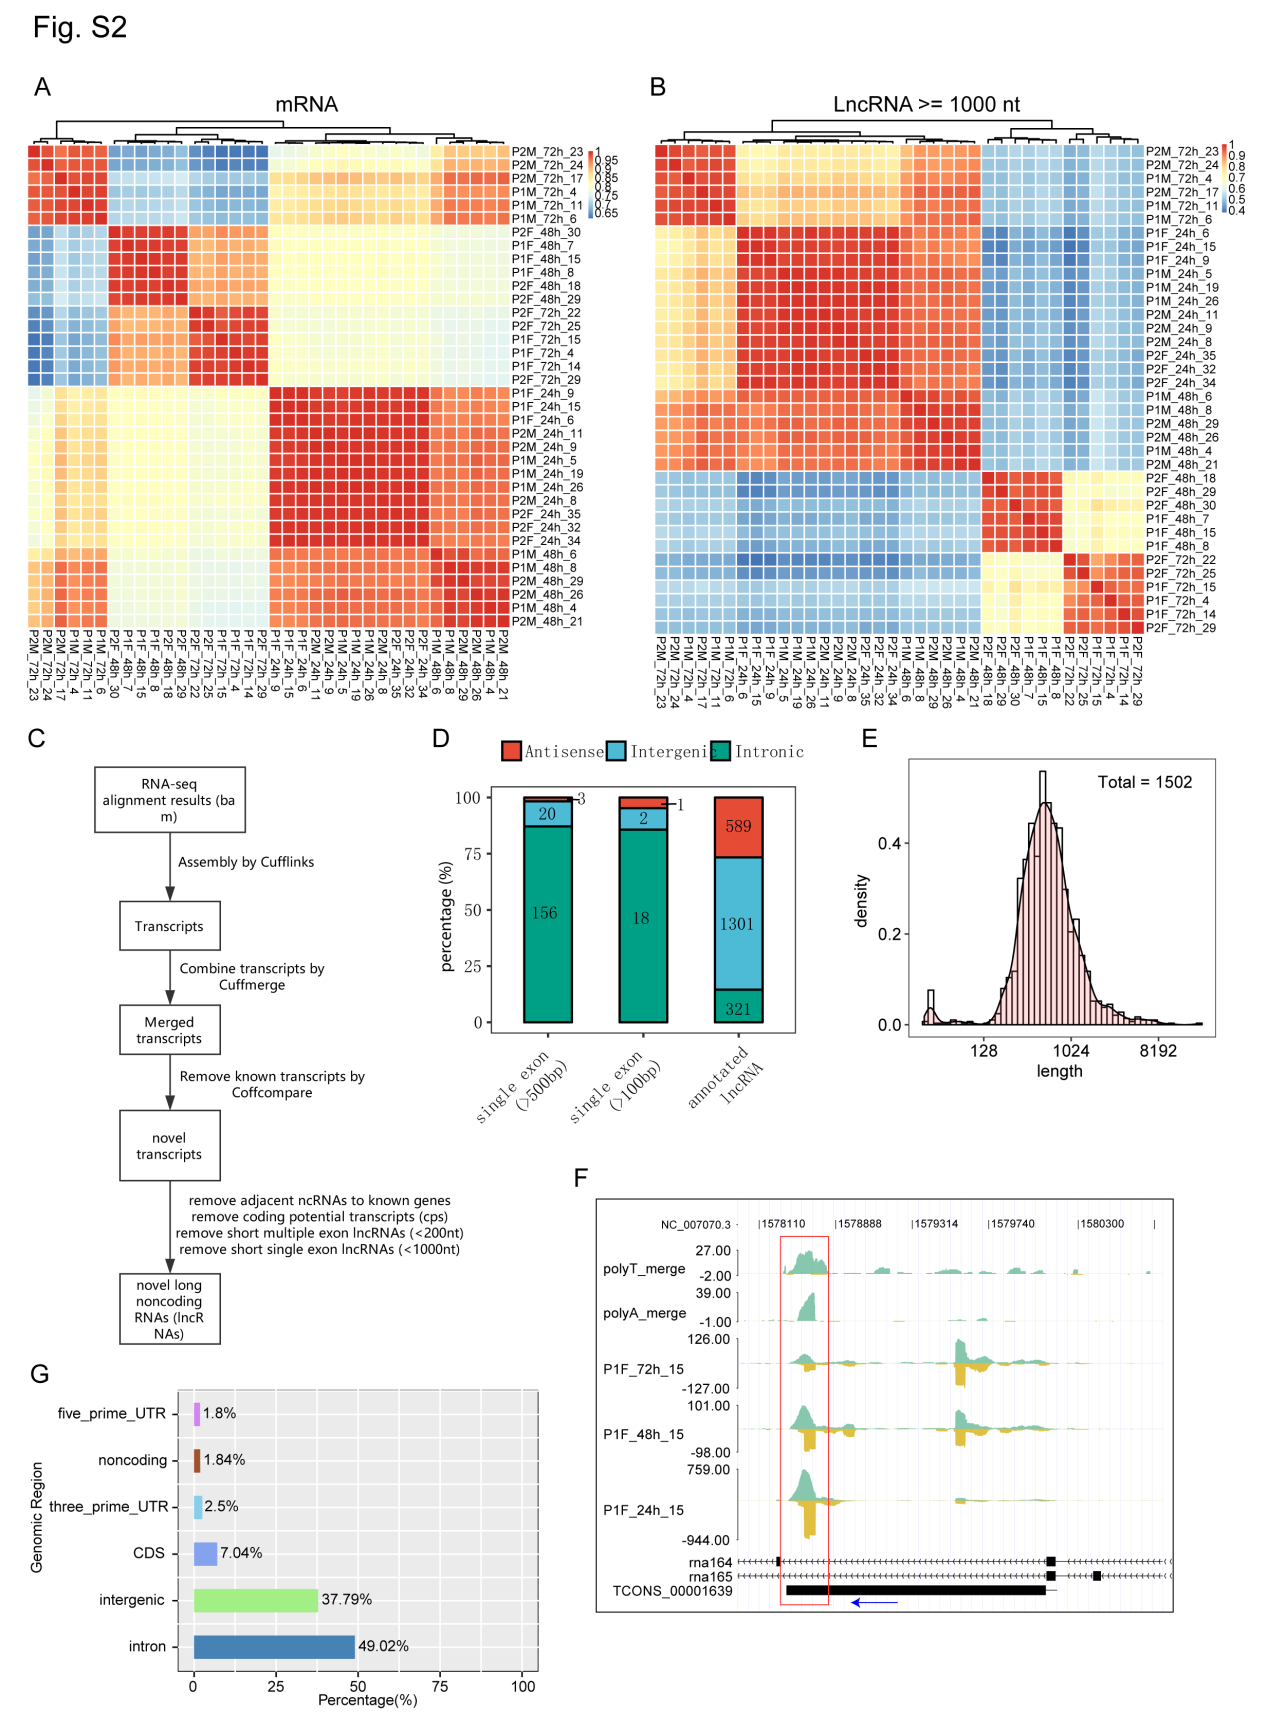

**Supplementary Figure 2.** Embryonic honeybee lncRNAs are dominantly intronic. **(A)** Hierarchical clustering heatmap showing the distribution pattern of sequenced samples. Pearson’s correlation coefficients (PCCs) of expressed mRNA genes for all sample pairs were used as input. The left color bar represents color of each module. **(B)** The same with (A) but for the expressed lncRNAs. **(C)** Analysis pipeline of lncRNAs prediction. For single exon lncRNAs, we set two length thresholds: > 500nt and > 1000nt. **(D)** Bar plot showing the genomic locus of novel and known lncRNAs in fruit fly. LncRNAs were classified as predicted single exonic with two threshold and annotated. **(E)** The length distribution of single exon lncRNAs that were already annotated in fruit fly genome. **(F)** Schematic diagram showing the transcriptional direction identification of single exon lncRNAs with poly (A) tails. The bottom three tracks were reads density in three samples, and the top two tracks were poly (A) or poly (T) (reverse mapped) signals of predicted lncRNAs. The blue arrow was the transcriptional direction of lncRNAs TCONS_00001639. **(G)** The percentage distribution of each genomic regions of honey bee genome sequence.

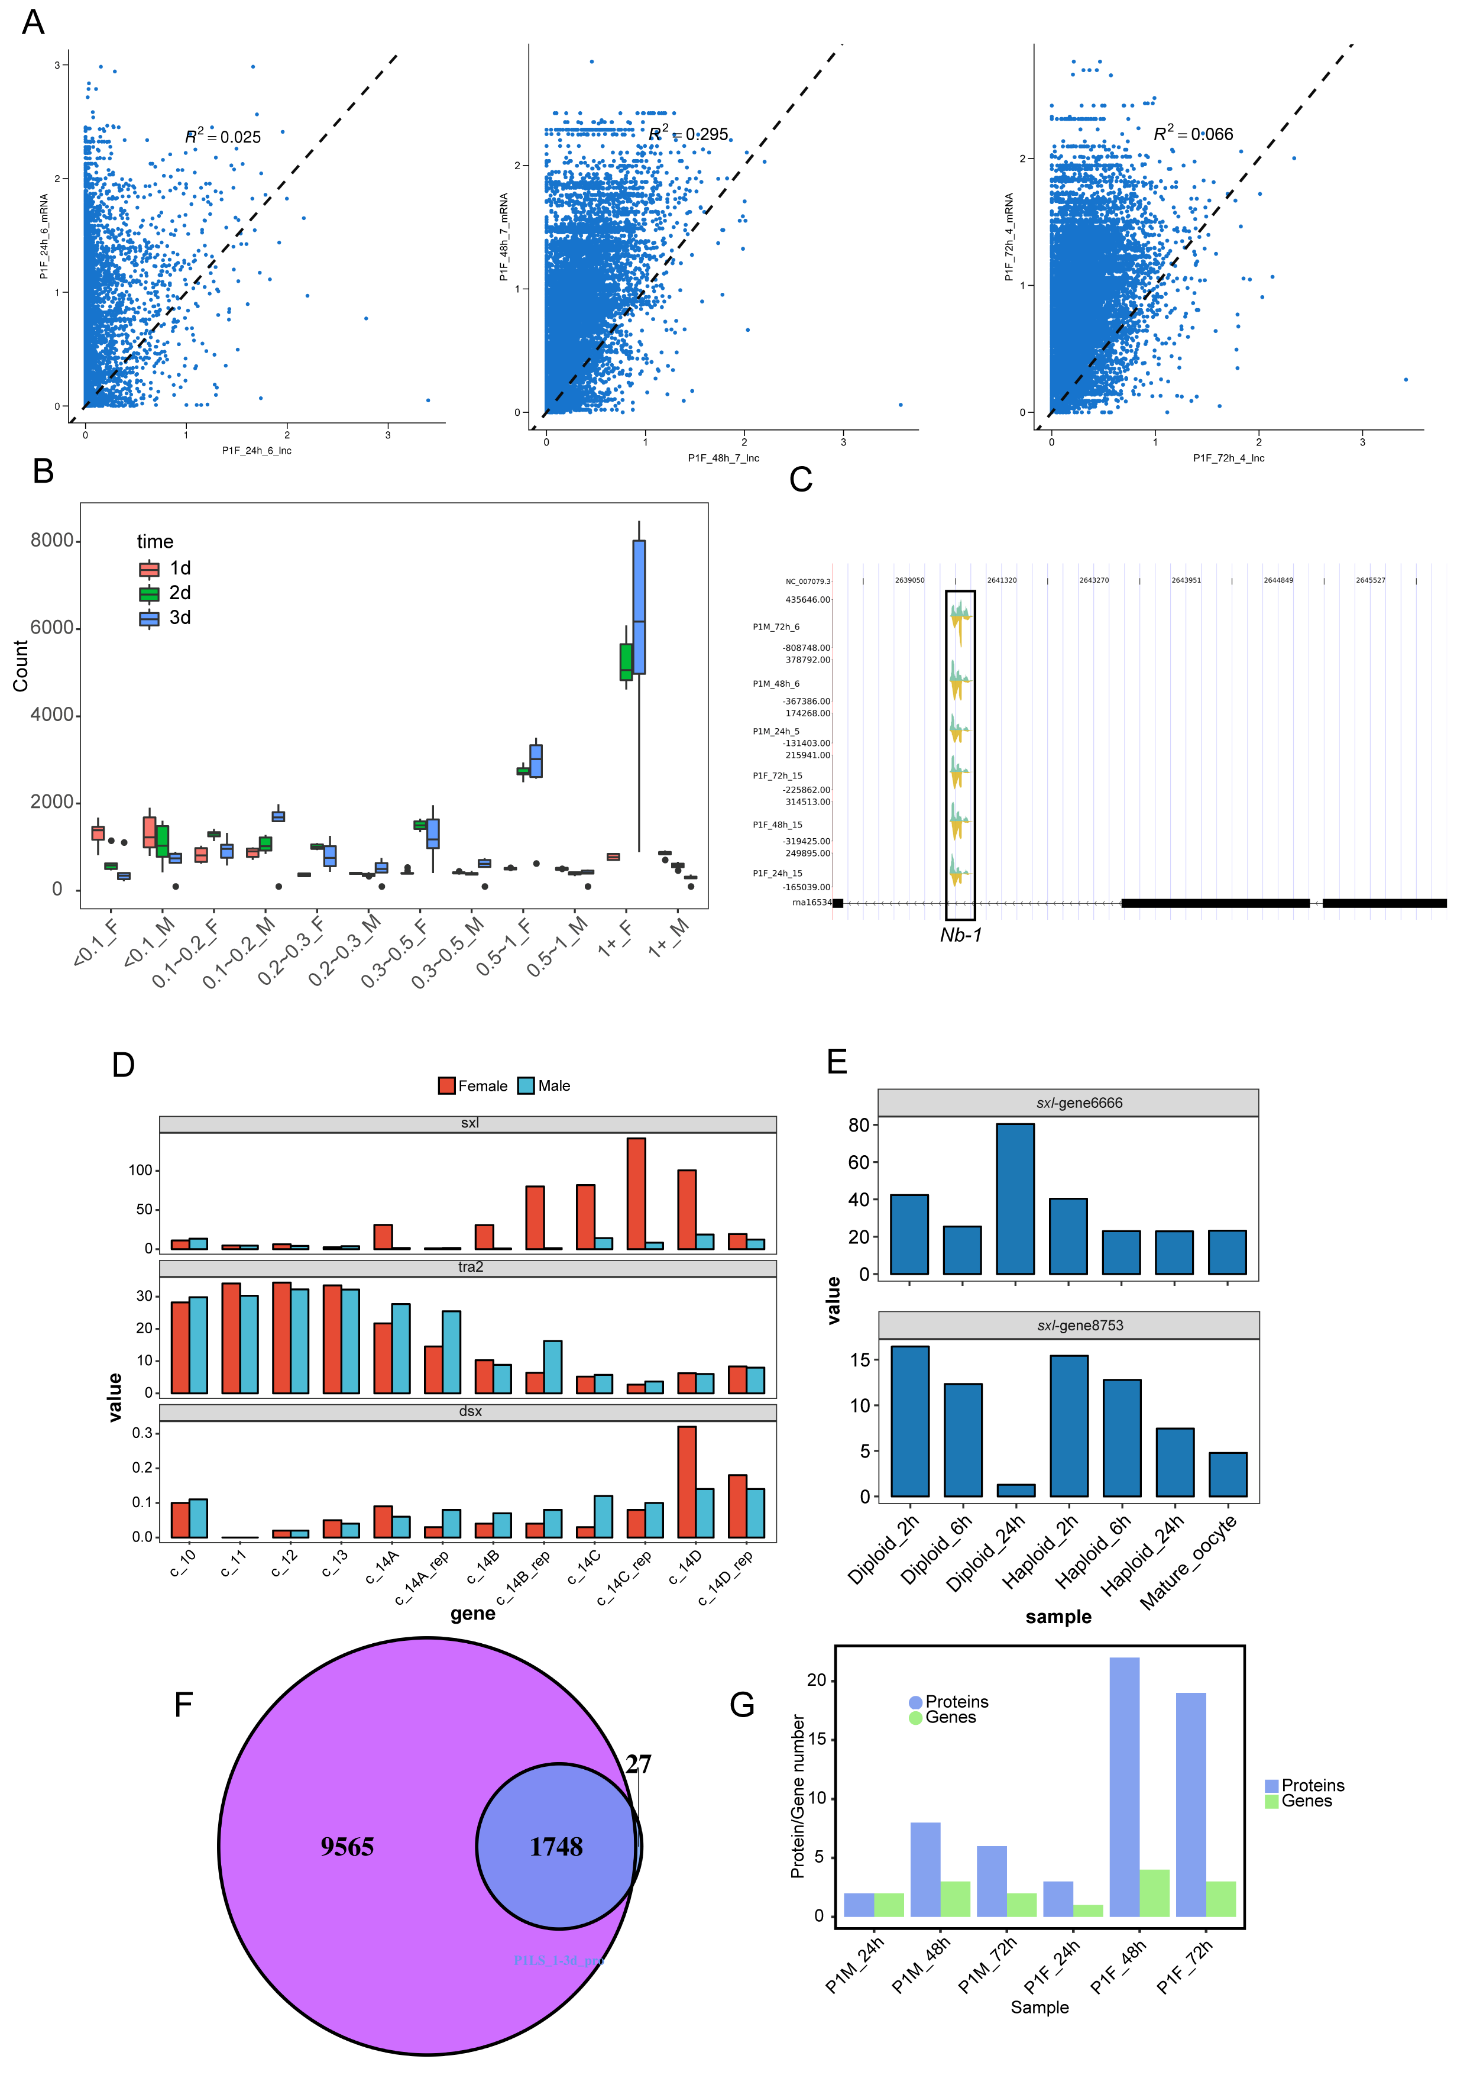

**Supplementary Figure 3.** Expression analysis of lncRNAs and SDGs. (A) Expression correlation analysis showed that intronic lncRNAs was not correlated with their host gene in the aspect of transcription. Expression level of introinc lncRNAs and their host mRNAs in three sequenced samples were shown as examples. X axis represents the lncRNAs expression level, and Y axis represents the mRNAs expression level. **(B)** Box plot showing the number of single-exonic lncRNAs with different expression levels (RPKM value, X-axis) in male (M) and female (F) samples. **(C)** Reads distribution of *Nb-1* and its host lncRNA. Very little transcriptional signal can be observed at the exons (black rectangular frames) of host lncRNAs. **(D)** Expression pattern of *Sxl*, *tra*, and *dsx* during embryogenesis in fruit fly. **(E)** Expression level of two copy of *Sxl* genes in honeybee from the data of Pires et al. **(F)** Venn diagram showing the overlapped genes/proteins between transcriptome and proteome data. **(G)** The detected peptides (proteins) and genes of SDGs from Fang *et al*. One SDG can have more than one peptide.

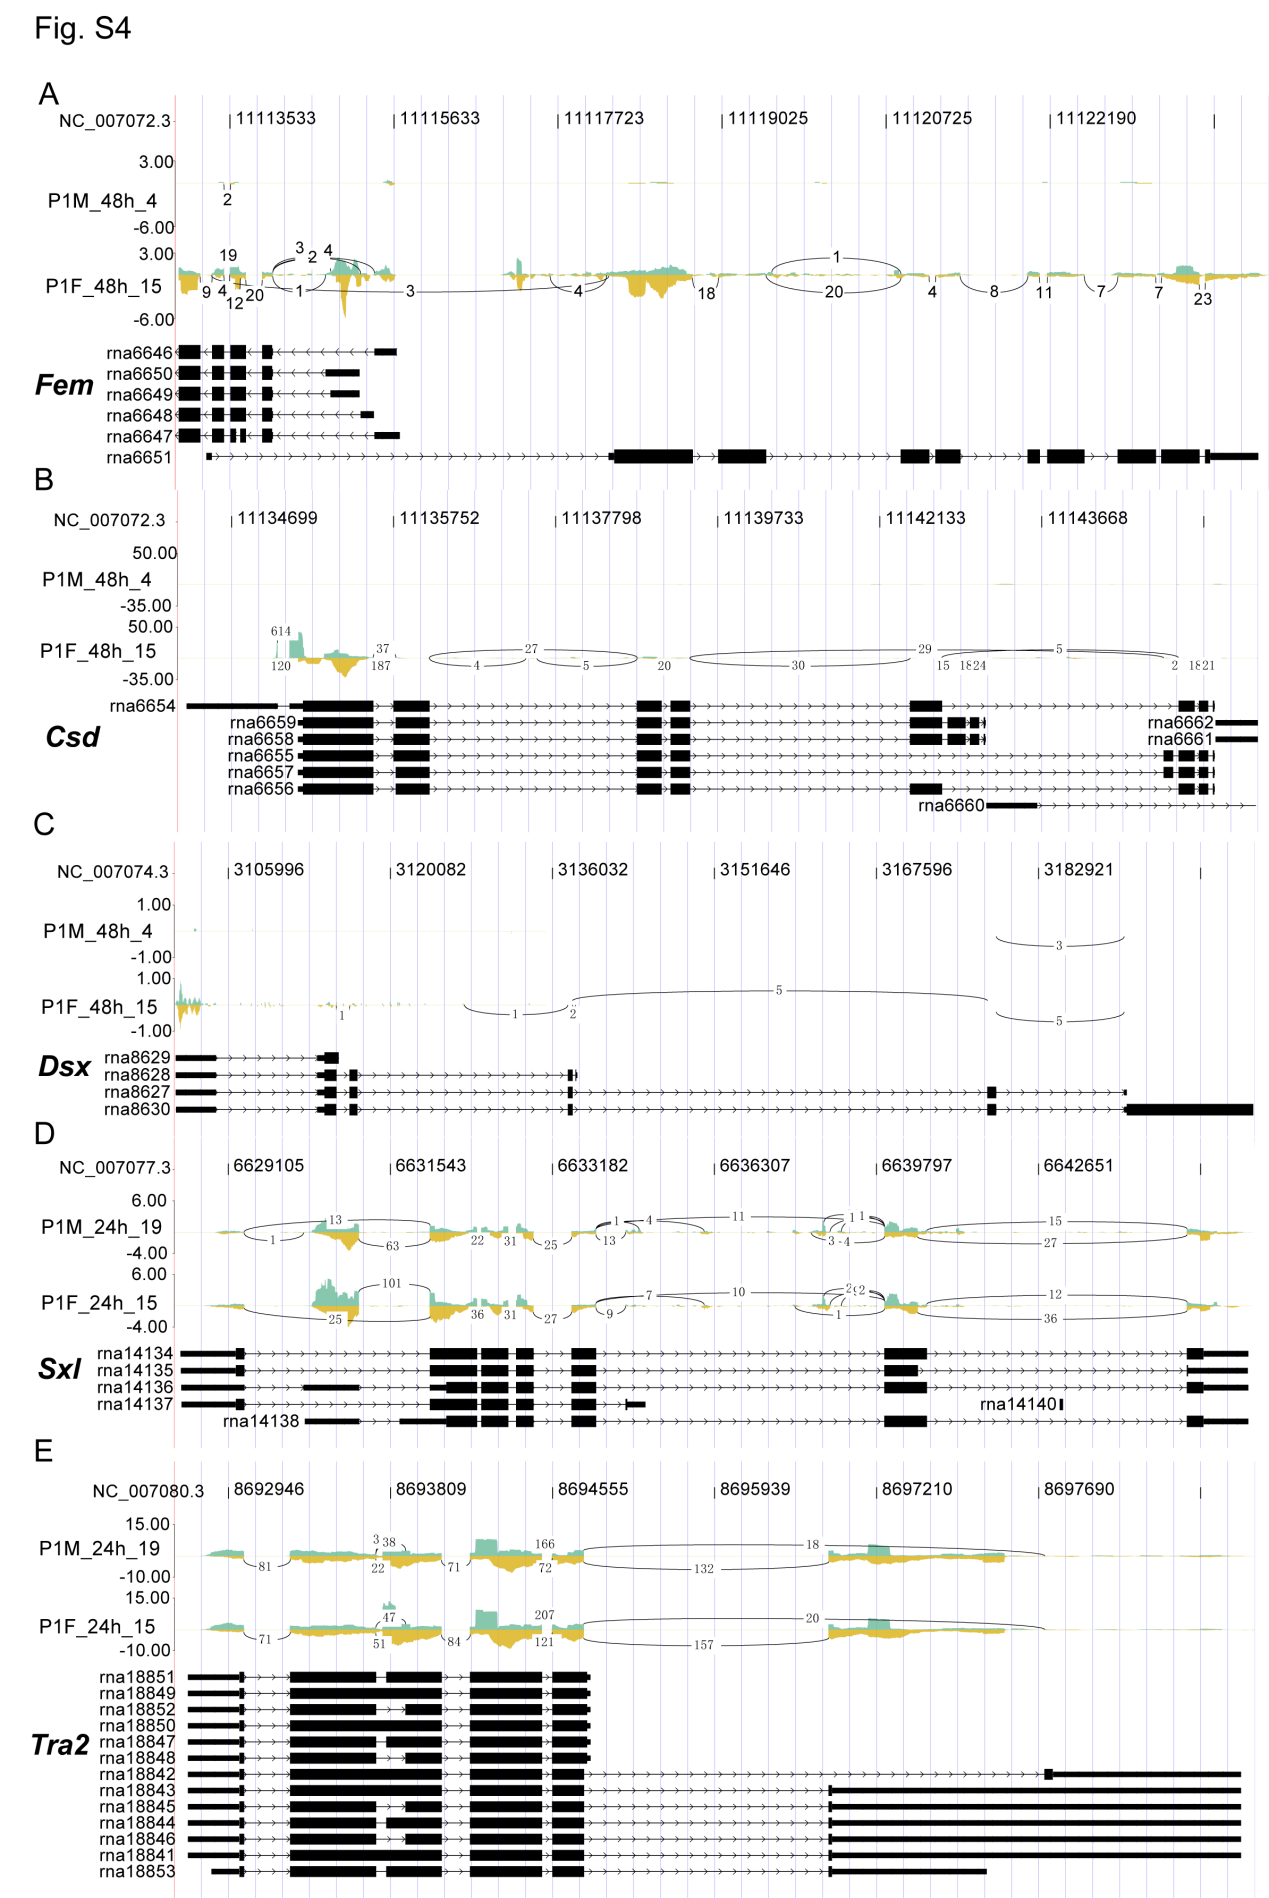

**Supplementary Figure 4.** Plots of the reads density and splicing junction reads from five sex determination genes. **(A)** Reads density and splicing junction reads plot of Fem gene in female and male 48h samples. Splice junction reads were shown in the figure. **(B)** The same with (A) but for the *Csd* gene. **(C)** The same with (A) but for the *Dsx* gene. **(D)** The same with (A) but for the *Sxl* gene. **(E)** The same with (A) but for the *Tra2* gene.

**Table S1.** The RNA-seq sequencing information of this study. “Filtered reads” represent the reads after quality filtering. “uniqtag” represents the reads number after removing the PCR duplicates.

| **Sample** | **Raw reads** | **Filtered reads** | **Filtered Per** | **uniqtag** |
| --- | --- | --- | --- | --- |
| P1F_24h_15 | 34000354 | 27366010 | 80.49% | 13816582(50.49%) |
| P1F_24h_6 | 29104840 | 23331820 | 80.16% | 11832435(50.71%) |
| P1F_24h_9 | 30254568 | 24852285 | 82.14% | 12106755(48.71%) |
| P1F_48h_15 | 32669406 | 23886303 | 73.12% | 13052361(54.64%) |
| P1F_48h_7 | 23604592 | 17402043 | 73.72% | 10262547(58.97%) |
| P1F_48h_8 | 25513010 | 18696177 | 73.28% | 10695796(57.21%) |
| P1F_72h_14 | 23600308 | 17727678 | 75.12% | 11103513(62.63%) |
| P1F_72h_15 | 24055672 | 17781856 | 73.92% | 10543225(59.29%) |
| P1F_72h_4 | 24177076 | 18078024 | 74.77% | 11001614(60.86%) |
| P1M_24h_19 | 32934318 | 26287516 | 79.82% | 13175108(50.12%) |
| P1M_24h_26 | 35032484 | 28241551 | 80.62% | 13750786(48.69%) |
| P1M_24h_5 | 28629002 | 21322198 | 74.48% | 11820655(55.44%) |
| P1M_48h_4 | 22241188 | 14410712 | 64.79% | 7124149(49.44%) |
| P1M_48h_6 | 30735866 | 22248839 | 72.39% | 10799701(48.54%) |
| P1M_48h_8 | 25619582 | 17272972 | 67.42% | 8365267(48.43%) |
| P1M_72h_11 | 26506578 | 15726159 | 59.33% | 5529666(35.16%) |
| P1M_72h_4 | 23122172 | 13421286 | 58.05% | 4915721(36.63%) |
| P1M_72h_6 | 24570452 | 15124585 | 61.56% | 5576823(36.87%) |
| P2F_24h_32 | 21892076 | 16558735 | 75.64% | 9600429(57.98%) |
| P2F_24h_34 | 29407456 | 22321578 | 75.90% | 12485844(55.94%) |
| P2F_24h_35 | 27253668 | 20085787 | 73.70% | 11591218(57.71%) |
| P2F_48h_18 | 25330610 | 18437947 | 72.79% | 11200267(60.75%) |
| P2F_48h_29 | 27246866 | 19623470 | 72.02% | 11150187(56.82%) |
| P2F_48h_30 | 26813650 | 19446280 | 72.52% | 11134670(57.26%) |
| P2F_72h_22 | 24809006 | 18064035 | 72.81% | 11141254(61.68%) |
| P2F_72h_25 | 31568034 | 23235697 | 73.61% | 13912662(59.88%) |
| P2F_72h_29 | 26553300 | 20000856 | 75.32% | 12058565(60.29%) |
| P2M_24h_11 | 24892022 | 18457202 | 74.15% | 10677608(57.85%) |
| P2M_24h_8 | 24441350 | 17821813 | 72.92% | 10094477(56.64%) |
| P2M_24h_9 | 25337762 | 18962862 | 74.84% | 10824603(57.08%) |
| P2M_48h_21 | 29082270 | 19437083 | 66.83% | 8699452(44.76%) |
| P2M_48h_26 | 38099440 | 25183283 | 66.10% | 11842846(47.03%) |
| P2M_48h_29 | 27393514 | 18669475 | 68.15% | 8940074(47.89%) |
| P2M_72h_17 | 25429386 | 15723154 | 61.83% | 5900000(37.52%) |
| P2M_72h_23 | 25027476 | 15451781 | 61.74% | 5112232(33.09%) |
| P2M_72h_24 | 23438910 | 14266115 | 60.87% | 4625886(32.43%) |

**Table S2** Reads distribution across the genomic regions. “Nc_exon” represents the noncoding exons belonging to noncoding genes (miRNA, lncRNA, snRNA, snoRNA and so on).

| **Sample** | **5'UTR** | **3'UTR** | **CDS** | **Nc_exon** | **Introns** | **Intergenic** |
| --- | --- | --- | --- | --- | --- | --- |
| P1F_24h_15 | 3149940(14.35%) | 2758856(12.57%) | 11305123(51.50%) | 1187749(5.41%) | 2060050(9.38%) | 1490511(6.79%) |
| P1F_24h_6 | 2708707(14.35%) | 2352723(12.47%) | 9387961(49.75%) | 1234542(6.54%) | 1875688(9.94%) | 1312406(6.95%) |
| P1F_24h_9 | 2693576(13.29%) | 2746632(13.55%) | 10533142(51.95%) | 1180182(5.82%) | 1755038(8.66%) | 1366546(6.74%) |
| P1F_48h_15 | 1672758(8.87%) | 2824894(14.97%) | 7314135(38.77%) | 1377589(7.30%) | 4057232(21.51%) | 1617579(8.57%) |
| P1F_48h_7 | 1254407(9.26%) | 1930912(14.25%) | 5042949(37.21%) | 948309(7.00%) | 3149576(23.24%) | 1225233(9.04%) |
| P1F_48h_8 | 1162078(8.04%) | 2256462(15.61%) | 5332222(36.90%) | 1145421(7.93%) | 3286295(22.74%) | 1269355(8.78%) |
| P1F_72h_14 | 1300485(9.56%) | 1636918(12.03%) | 5878376(43.21%) | 881450(6.48%) | 2527443(18.58%) | 1379673(10.14%) |
| P1F_72h_15 | 1249232(9.14%) | 1728526(12.65%) | 5931892(43.40%) | 981835(7.18%) | 2492727(18.24%) | 1283671(9.39%) |
| P1F_72h_4 | 1487359(10.46%) | 1709100(12.02%) | 6227071(43.81%) | 786485(5.53%) | 2609332(18.36%) | 1395058(9.81%) |
| P1M_24h_19 | 2499180(11.64%) | 3448070(16.06%) | 9836764(45.82%) | 1686778(7.86%) | 2248093(10.47%) | 1750016(8.15%) |
| P1M_24h_26 | 2806204(12.15%) | 3556212(15.39%) | 10728530(46.43%) | 1820225(7.88%) | 2347605(10.16%) | 1846573(7.99%) |
| P1M_24h_5 | 1869913(10.75%) | 3086277(17.74%) | 7512482(43.18%) | 1511584(8.69%) | 1893140(10.88%) | 1523825(8.76%) |
| P1M_48h_4 | 787033(7.74%) | 1398124(13.74%) | 2697331(26.51%) | 2009701(19.75%) | 2403196(23.62%) | 878588(8.64%) |
| P1M_48h_6 | 1919958(11.06%) | 2383688(13.73%) | 7028630(40.49%) | 1802931(10.39%) | 3177847(18.31%) | 1044500(6.02%) |
| P1M_48h_8 | 1001806(8.07%) | 1702341(13.71%) | 3470623(27.95%) | 2257909(18.18%) | 3084293(24.84%) | 900703(7.25%) |
| P1M_72h_11 | 371365(3.57%) | 714781(6.87%) | 1687110(16.23%) | 3076848(29.59%) | 3557023(34.21%) | 990907(9.53%) |
| P1M_72h_4 | 313359(3.50%) | 721400(8.05%) | 1386611(15.47%) | 2380413(26.56%) | 3420347(38.16%) | 741496(8.27%) |
| P1M_72h_6 | 443174(4.30%) | 803077(7.80%) | 1729342(16.79%) | 2834871(27.52%) | 3612206(35.07%) | 877573(8.52%) |
| P2F_24h_32 | 1749517(13.06%) | 1973388(14.73%) | 6163549(46.00%) | 1073181(8.01%) | 1383550(10.33%) | 1055284(7.88%) |
| P2F_24h_34 | 2459275(13.57%) | 2462898(13.59%) | 8759410(48.34%) | 1349560(7.45%) | 1741661(9.61%) | 1348307(7.44%) |
| P2F_24h_35 | 2066128(13.07%) | 2247254(14.22%) | 7091240(44.86%) | 1378737(8.72%) | 1783982(11.28%) | 1241515(7.85%) |
| P2F_48h_18 | 1058551(7.43%) | 2215472(15.54%) | 5190168(36.41%) | 1073588(7.53%) | 3323920(23.32%) | 1391277(9.76%) |
| P2F_48h_29 | 1126707(7.39%) | 2402093(15.76%) | 5111052(33.54%) | 1336659(8.77%) | 3800658(24.94%) | 1460044(9.58%) |
| P2F_48h_30 | 1333359(8.78%) | 2261379(14.89%) | 5972206(39.31%) | 1080810(7.11%) | 3225446(21.23%) | 1319099(8.68%) |
| P2F_72h_22 | 1072476(7.68%) | 2043600(14.64%) | 5134080(36.77%) | 1078535(7.72%) | 2990614(21.42%) | 1644468(11.78%) |
| P2F_72h_25 | 1411290(7.85%) | 2511022(13.97%) | 6878237(38.28%) | 1344143(7.48%) | 3748192(20.86%) | 2075999(11.55%) |
| P2F_72h_29 | 1338086(8.62%) | 2016301(12.99%) | 6660749(42.91%) | 1052917(6.78%) | 2853722(18.38%) | 1601402(10.32%) |
| P2M_24h_11 | 1722806(11.50%) | 2397796(16.01%) | 6853998(45.76%) | 1230391(8.22%) | 1510555(10.09%) | 1261446(8.42%) |
| P2M_24h_8 | 1925936(13.32%) | 2160850(14.94%) | 6327372(43.75%) | 1363865(9.43%) | 1476198(10.21%) | 1207817(8.35%) |
| P2M_24h_9 | 1807009(11.72%) | 2439246(15.82%) | 6743503(43.73%) | 1430533(9.28%) | 1677314(10.88%) | 1323202(8.58%) |
| P2M_48h_21 | 912439(6.63%) | 1819030(13.21%) | 3461867(25.15%) | 3239066(23.53%) | 3197483(23.23%) | 1135858(8.25%) |
| P2M_48h_26 | 1499300(8.12%) | 2858891(15.48%) | 4989401(27.01%) | 3611058(19.55%) | 4078944(22.08%) | 1432590(7.76%) |
| P2M_48h_29 | 1327475(9.49%) | 1898059(13.57%) | 4252461(30.41%) | 2288440(16.37%) | 3301999(23.61%) | 915264(6.55%) |
| P2M_72h_17 | 498662(4.64%) | 901696(8.38%) | 1801972(16.75%) | 3032826(28.19%) | 3768148(35.03%) | 754738(7.02%) |
| P2M_72h_23 | 242311(2.34%) | 608446(5.87%) | 1317895(12.70%) | 3126957(30.14%) | 4361022(42.04%) | 716552(6.91%) |
| P2M_72h_24 | 226682(2.38%) | 512274(5.38%) | 1301644(13.67%) | 3238149(34.02%) | 3384347(35.55%) | 855820(8.99%) |

**Table S3.** Identification of lncRNA transcriptional direction by poly (A) signal. This list provided lncRNAs with determinate directions.

**Table S4.** Primer Table.

| **ISH primers** |  |  |
| --- | --- | --- |
| **Gene** | **Forward** | **Reverse** |
| *Nb-1* | GGGTTCGAATCCTCGTTGGT | TAGGGCATCTCGAGAGGGTT |
| *Csd* | AGACGCGAAGTGTGGTTGAT | AGGCTTAGATCCTTCTCCCGT |
| *Tra2* | GGAATCATCATTTCCGGCTGTTA | GATGACATTGGACTGCGGGA |
| *Sxl* | GAGTGGTGTAGTGGGGTAGC | GACAAGATTCCACAGGCCCA |
|  |  |  |
| **qRT-PCR primers** |  |  |
| **Gene** | **Forward** | **Reverse** |
| *Nb-1* | TCGGCTTTCTGACAAGAAGTTC | TGACCTTAATCGTGTTGTGGAA |
| *Csd* | TGCGTTCAAGAACAAAAG | CACGACTATCTGGGGATC |
| *Tra2* near | TCTCGATCACGCTCTTATTCAC | AGGTCAAAGGGTCAAGTCACA |
| *Tra2* far | TCTCGATCACGCTCTTATTCAC | CGAGCAAGACAAACATCTTCAG |

**Table S5.** Identification of alternative splicing events of sex determination genes (SDGs). Alternative splicing events were classified into two major types, including intron retention (IR) and non-intron retention (NIR). See the attached Excel file.

How the deposited data were processed for this re-analysis (not part of the article)

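RNA of single honeybee embryos, laid by 2 queens and collected at 24, 48 and 72 h after egg laying, was sequenced in 36 libraries, 3 for each queen, sex and time point. The paper gives a laying window of 3 h and the sample labels give 2 h. The authors trimmed adaptors, the T7 promoter and the read ends with cutadapt, removed low-quality bases with the FASTX-Toolkit, aligned the reads to the Amel_4.5 genome with TopHat2 and kept reads with a single alignment. The authors then counted reads for each annotated gene and deposited these counts without normalization. The authors also deposited RPKM, reads scaled by gene length and by a library total. The text does not name this total. It was computed in each embryo from the ratio of counts to RPKM of the more highly expressed genes. Of these genes 100% gave the same total within 1%, and the others were not checked. The text does not name the counting tool or whether it used the strand, so that genes overlapping another gene on the opposite strand are uncertain. The authors deposited the annotation of 13592 genes, of which 12365 are in the tables of counts and RPKM.

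The total of the counts ran from 1195774 to 12808580 per embryo. A count of 0 allows up to 3 counts of the total, and a fold against a group whose embryos all had at most 3 counts is given as a lower bound. Such bounds cover counting error only, since reads are not independent molecules.

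Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood F-test, Benjamini-Hochberg adjustment). A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. Each of the 14 comparisons between sexes or adjacent time points was fitted within a queen, with 3 embryos against 3. A further fit covered both queens with 6 sex and time groups and queen as a term, and gave the interactions of sex and time. Waves were counted from its calls by fixed rules. On simulated data with known changes, the quasi-likelihood test of the comparison of 72 h females and males of queen 2 recovered 94.5% of the changed genes, and 3.09% of its calls were false. Only 199 of 8712 genes were changed there, in both directions and without a shift of composition. The real comparison called 5294 genes and depends on the scaling, so that these rates do not carry over to it. Principal components were computed with prcomp on RPKM, centred and scaled. Counts of genes, detected genes and single genes were compared by two-sided exact permutation tests. The 5 gene lists were compared with 10000 random lists of matched expression and with camera and fry of limma 3.58.1, namely cuticle, mitochondrial genome, muscle, ribosomal protein and zygotic patterning genes.

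The genes named in the text are those that the paper names for these embryos, and for each comparison of the sexes and each interaction in both queens the 2 highest and the 2 lowest log2 fold changes among genes called in both queens together, with the same direction in each queen and, for the sexes, no overlap between the 6 female and the 6 male embryos, or for the interactions a mean of at least 10 CPM (counts scaled by the library total). LOC102655096 was named after its values were seen, as the most abundant of the analysed genes in 72 h males. Comparisons, main settings, these rules and most alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0 size factors and its Wald test, upper-quartile normalization, total counts without a composition correction, the edgeR exact test, no filter on low counts, an unadjusted p-value under 0.01, a single fit of all 36 embryos in 12 groups, each queen on its own, no queen term, hierarchical clustering in place of rules, other scales for principal components, other definitions of detection and of introns, and leaving out each embryo in turn. Results for some genes and transcripts that the paper names are not reported here. Predicted lncRNAs, poly(A) tails, splicing, in situ hybridization, qPCR and data of other studies were not analysed here. The sample labels name 2 batches, the first for all embryos of queen 1 and the other for all embryos of queen 2, so that batch and queen cannot be told apart. Comparisons within a queen lie within a batch, and the queen term of the joint fit covers both.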

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

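The comparison of the male change with the female change of the other queen and that of the raw counts of LOC102655096 at 48 and 72 h were chosen only after the result was seen. Among 72 groups of 6 embryos (12 measures), 6 had an embryo far from the others by Dixon's ratio at the 95% level, where chance gives 3.6. The 48 h female P1F_48h_15 had 7944906 counts, against 6308504 in the next. The 10 most abundant genes took 9.23% of the counts of the 72 h female P1F_72h_15, against 7.05% in the next. The 72 h male P2M_72h_24 lay at -78.6 on the first principal component, against -76.5. LOC102655096 took 0.144% of the counts of the 24 h female P2F_24h_35, against 0.0898%. No explanation was tested for these 4 embryos.

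The 48 h male P1M_48h_6 lay at -37.7 on the first principal component, against -55.2 in the next male, and at -19.9 on the second, against 14.9. A mislabelled female embryo is argued against by its correlation with the mean of the 48 h females, 0.670 across genes, against 0.955 with the other 48 h males. On an axis from the 24 h males (0) to the other 48 h males (1) it lay at 0.746, while the other 5 lay between 0.809 and 1.11. An embryo at an earlier point of development cannot be told apart from other sources of spread, because a single embryo decides the value.

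The change from 24 to 48 h differed between the sexes for 5347 genes, and that from 48 to 72 h for 4198 genes, tested as the interaction of sex and time. For both, the real grouping was the only 1 of 25 regroupings to give as many genes. These regroupings shuffled the sexes within each time point. That also removes the difference between the sexes itself, so that they do not test the interaction alone. Abd-A had the interaction 7.40 at the later step (standard error 0.76, edgeR adjusted p = 6.29e-11) and LOC102654620 had -12.36 (standard error 0.76, edgeR adjusted p = 5.73e-17). For LOC726124 and LOC413043 a group lay at the floor and no fold is given. A lower number of reads in the male libraries is argued against as the cause of fewer called genes in males: with female libraries thinned to the male totals, the smallest ratio of female to male called genes was 1.82. Thinning matches reads and not distinct molecules. The paper lists a smaller share of reads left after removal of duplicates in 72 h males than in 72 h females. Fewer distinct molecules in males therefore stay open. A delay of a single time step is argued against as the whole difference: the change of males from 24 to 72 h correlated across genes with the change from 24 to 48 h of females of the other queen at r = 0.180 at most, while the latter change correlated at 0.980 between the queens. A delay in part of the genes cannot be told apart from other differences. The male change correlated about as well with the female change from 24 to 48 h as with that from 24 to 72 h (difference of r -0.00143, and 0.00159 in queen 1 and -0.0035 in queen 2), and both female changes share the 24 h embryos. Of the genes upregulated in males from 48 to 72 h, 53.3% were upregulated in females from 24 to 48 h (32.4% of all tested genes) and 29.7% from 48 to 72 h (20.7% of all). A difference of ploidy or sex stays open and was not tested.

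The zygotic patterning genes (21 tested of 22 listed) differed between the sexes in the change from 48 to 72 h by a median log2 fold change of -4.13 (-3.89 with genes at the floor set to their bound), and 14 of them were called lower and 4 higher (camera adjusted p = 2.05e-05; p = 0.0146 with an estimated correlation and 6.20e-12 with fry). In males alone the list rose from 48 to 72 h by a median of 1.56, with 12 genes called upregulated and none downregulated over all genes tested, and 12 and 0 adjusted over the list alone. The median lay above all 10000 random lists (camera adjusted p = 5.45e-06; p = 0.0072 with an estimated correlation and 6.26e-11 with fry). Under total counts the medians were -3.52 and 1.19. Embryos that stopped developing, as a source of the few counts of 72 h males, cannot be told apart from embryos with continued expression of these genes. The rise of 1.56 is relative to the other genes, and a loss of other RNAs would also give it: the median change of the raw counts was -0.22 on the log2 scale, with 9 of the 21 genes higher and 11 lower at 72 h. A difference in sex, ploidy or rate of development stays open and was not tested.

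The difference between the sexes at 24 h differed between the queens for 40 of 8291 genes (1215 at an unadjusted p-value under 0.05). Each queen is also a batch of its own in the sample labels, so that a difference between queens and a difference between batches cannot be told apart.

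LOC102655096 (gene9670), an annotated lncRNA gene on linkage group 12 from 6491795 to 6511341 inside LOC724292 on the opposite strand, is not named in the paper. It took 6.62% ± 2.45 (SD, n = 6) of the counts in 72 h males, 2.25% ± 1.02 (SD, n = 6) in 48 h males and 0.109% ± 0.0362 (SD, n = 6) in 24 h males. In females the share was 0.0904%, 0.406% and 0.407% at 24, 48 and 72 h. The log2 fold change in males was 4.73 from 24 to 48 h and 1.93 from 48 to 72 h (edgeR adjusted p = 3.31e-08). A general rise of reads from introns cannot be told apart from a rise of this gene by a list median: the other 247 annotated lncRNAs inside introns rose by a median of 0.43 from 48 to 72 h in males, 63 of them by at least as much as LOC102655096, and 65 of all 248 were called upregulated and 16 downregulated. From 24 to 72 h, 9 of the 247 rose by as much. A fall of all other RNAs cannot be told apart from a rise of LOC102655096, because raw counts also depend on the reads sequenced per library. The mean raw count of LOC102655096 in males was 10011 at 24 h and 101766 at 72 h. At 48 h it was 97849.5 (exact permutation p = 0.807 against 72 h). Its share of the RPKM total was 1.14% at 48 h and 1.64% at 72 h (exact permutation p = 0.039). Reads of other transcripts of its exons, only 143 nt long, were not tested.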

How the results depend on the processing

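The CPM ratios of the sex genes, the pairing of up with down counts, the thinned lncRNA detection, the total-count medians of the falling genes and the set of genes falling in males were chosen only after the result was seen. Of the values of 134 results under settings other than leaving out an embryo, 583 stayed the same or moved little, 86 moved, 23 became weaker, 5 became stronger and 13 reversed. Leaving out an embryo moved 24 values and left 144 little changed. Among the named genes other than tra2, LOC725679 and LOC552308, which are described below, 120 values stayed, 18 became weaker, 1 became stronger and 1 reversed. Where a value below changes, the cause was not tested unless it is named. Alternatives chosen for transcripts not reported here were not run.

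Total counts in place of TMM shifted the median log2 fold change of all genes, from 0.41 to 1.64 between the sexes at 72 h and from -0.11 to -0.48 in males from 48 to 72 h, and moved the counts with it. Females against males at 72 h gave 5327 higher and 1284 lower genes in queen 1 (3349 and 2274 with TMM), 5394 and 1200 in queen 2 (3094 and 2200), and 5849 and 1443 in both together (3660 and 2568), and at 24 h 3 lower genes in queen 2 (1) and 3 in both (8). Males from 24 to 48 h gave 233 up and 1442 down in queen 1 (633 and 807), 491 and 1869 in queen 2 (992 and 844), and 546 and 1763 in both (1045 and 999). From 48 to 72 h they gave 418 and 1550 (720 and 525), 493 and 1671 (887 and 525), and 2267 down in both (1112). The later interaction gave 3597 higher and 1182 lower (2231 and 1967). Waves 1 and 2 in males held 48 and 498 genes (89 and 956). The excess of up over down rose to 1293.75 in females (exact permutation p = 0.0286) and reversed to -1224.25 in males (exact permutation p = 0.0286), and under upper-quartile normalization to -44 (exact permutation p = 0.657).

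Under total counts tra2 reversed to a log2 fold change of 0.26 between the sexes at 48 h and 0.95 at 72 h, 0.13 in females from 24 to 48 h, and -0.012 and -0.21 in the male steps. At each of these, tra2 kept its side of the median of all genes, so that the reversals follow the shift of that median. LOC725679 reached 2.08 between the sexes at 72 h, 1.00 in females and -1.01 in males from 24 to 48 h. LOC552308 weakened to -0.36 at 72 h (edgeR adjusted p = 0.0573) and reversed to -0.11 in males from 24 to 48 h. The list medians became 0.30 for muscle, -0.81 for ribosomal protein and 1.19 for patterning genes in males from 48 to 72 h. For patterning genes they became 0.12 in males from 24 to 48 h and -3.52 for their later interaction. Between the sexes at 72 h the median of ribosomal protein genes became 3.91 (2.67 with TMM). The genes falling in females had medians of -1.89 in females and -0.37 in males. Genes chosen for falling in queen 1 males were measured with TMM only, at -0.19 in females and -1.16 in males of queen 2. The choice of genes cannot be told apart from a difference between the sexes here.

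With DESeq2 size factors, both queens gave 4 lower genes at 24 h and 719 downregulated genes in males from 48 to 72 h, tra2 reversed to 0.13 in females from 24 to 48 h, and the falling genes had a median of -1.90. At 24 h, where the main counts of queen 2 are 0 and 1, the Wald test gave 1 higher and 3 lower, the exact test 7 and 11, no filter 6 and 13, and an unadjusted p-value under 0.01 gave 13 and 21, and 13 and 48 in both queens. No filter gave 909 downregulated genes in males from 48 to 72 h in queen 1 and 872 in queen 2. A single fit of all embryos in 12 groups gave 4 higher and 96 lower genes at 24 h in queen 1 and 0 lower in queen 2, and from 48 to 72 h in males 1344 and 1129 in queen 1 and 1407 and 1097 in queen 2.

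Queen 1 alone gave 3 higher and 57 lower genes at 24 h, 634 genes in male wave 2, medians of 1.63 for mitochondrial and 1.07 for muscle genes in males from 48 to 72 h, 0.75 for patterning genes in females from 24 to 48 h and -3.51 for their later interaction, and reversed the interaction of Snf to -0.44 at the earlier step. Queen 2 alone gave 0 and 0 genes at 24 h, 59 in male wave 1, 0.067 for tra2 in females from 24 to 48 h, which reverses it, and -5.05 for the patterning interaction. Without a queen term 3 genes were lower at 24 h. Hierarchical clustering, on log2 RPKM, gave 383 genes in female wave 1, and 619 and 0 in male waves 1 and 2.

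The fit with embryo number as a block in queen 1 males from 48 to 72 h gave 146 downregulated genes in place of 525. Its upregulated genes were 500 in place of 720. The embryos share only a number (4 or 6), and the deviations of those with the same number correlated at -0.00282 and 0.0421.

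Detection with RPKM over 1 ran from 35.0% to 68.8%, and over all annotated genes from 60.0% to 77.7%. With at least 10 counts required, 1354 lncRNA genes were expressed. The first component held 42.2% of the variance on the log2 scale, 56.6% without unit variance and 43.8% for genes with a mean RPKM of at least 1, and the second 25.4%, 29.0% and 31.4%, and 18.8% on TMM log2 CPM. Complete containment made 40.2% of lncRNA genes intronic, and unique introns over 2000 nt numbered 11698 (14.10%).

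Paired by comparison, the excess of 734.5 genes higher in females at 48 and 72 h weakened to an exact p of 0.125, the smallest that 4 pairs allow, because the 16 sign changes are fewer than the 70 splits. Alternatives added after the data were seen moved the ratios of 72 to 24 h. On TMM-normalized CPM, tra2 weakened to 0.13 in females (exact permutation p = 0.0563) and reversed to 0.51 in males, where LOC725679 (gene6666) weakened to -0.14 and LOC552308 (gene8753) to -0.42. The change in detected lncRNA genes in males reversed to 120.8 in thinned libraries.

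Leaving out 1 embryo at a time gave 20 to 46 higher and 124 to 358 lower genes at 24 h in queen 1 (lowest without the male 5, highest without the male 26 and the female 6), and 0 to 1 and 0 to 2 in queen 2. Males of queen 1 from 24 to 48 h gave 323 to 915 up and 430 to 1017 down (lowest without the 24 h male 19). From 48 to 72 h they gave 390 to 894 up and 190 to 764 down (lowest without the 72 h male 4), and those of queen 2 gave 280 to 783 down (lowest without the 72 h male 23). The 72 h male libraries, at no more than 2008560 counts, limit the calls of weakly expressed genes at that time point.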

Differences from the paper's values

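The CPM scale of tra2, the thinned lncRNA detection and the pairing of up with down counts were chosen only after the result was seen. A gap was counted as closed once a value came within a fixed factor of the paper's value. A closing value is therefore not equal to the paper's and can still lie well below or above it. Wave 3 in females held 1408 genes, against the paper's 2649, and none of the alternatives set before the data were examined closed the gap (1346 under hierarchical clustering was the lowest, and total counts gave the highest). The ratio of downregulated to upregulated genes in males from 24 to 48 h was 1.27 in queen 1 and 0.851 in queen 2, against the paper's 2. Upper-quartile normalization (1.69), no filter (1.63) and leaving out an embryo in 2 of 6 cases (up to 1.62, without P1M_48h_4) closed it in queen 1, and none did in queen 2 (total counts gave 3.81, and leaving out an embryo at most 0.973). For up against down counts in female steps the exact permutation p was 0.257 against the paper's 0.0002, and between the sexes at 48 and 72 h it was 0.0286 against the paper's 0.0035. No alternative closed either gap, and 0.0286 is the smallest p that 4 against 4 allow. With up and down counts paired by comparison, chosen after seeing the values, both p were 0.125, the smallest that 4 pairs allow. For the male steps it was 0.314, against about 0.62 in Fig. 1G, read by eye. Upper-quartile normalization (0.657) and a single fit of all embryos (0.571) closed it, and the others did not. Of the annotated lncRNA genes 14.8% were intronic, against the paper's 36.7%, and complete containment in an intron on either strand (40.2%) closed the gap.

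In queen 1, 229 genes were lower in females at 24 h, against about 400 in Fig. 1E, read by eye, and leaving out an embryo closed the gap in 2 of 6 cases (up to 358, without P1F_24h_6), while the other settings did not (96 to 254). The other counts are against bars of Fig. 1G, read by eye. Bars whose main count already lay within the factor that counts as closed are not listed. Among them are 2842 upregulated genes in females of queen 1 from 24 to 48 h, against about 4200. Females of queen 2 had 2766 upregulated genes from 24 to 48 h, against about 4300, closed by upper-quartile normalization (2923), total counts (3136), no filter (3556), the single fit (3229) and leaving out an embryo in 4 of 6 cases (up to 2935). Males of queen 1 had 807 downregulated genes from 24 to 48 h, against about 1300, closed by upper-quartile normalization (886), total counts (1442), the Wald test (887), the exact test (898), no filter (944), the single fit (1029) and leaving out an embryo in 2 of 6 cases (up to 1017). For this step the paper's text gives 569, fewer than its bar, and the counts were 807 in queen 1 and 844 in queen 2. From 48 to 72 h they had 720 up, against about 1700 in Fig. 1G, closed by the single fit (1344), and 525 down, against about 1400 in Fig. 1G, closed by total counts (1550) and the single fit (1129). Males of queen 2 had 887 up, against about 1900 in Fig. 1G, closed by the single fit (1407) and by leaving out P2M_72h_17 (1285), and 525 down, against about 1200 in Fig. 1G, closed by total counts (1671), no filter (872) and the single fit (1097). In each case the other alternatives did not close the gap.

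The paper states an excess of downregulated genes in males from 24 to 48 h, and queen 2 had 992 upregulated and 844 downregulated genes; upper-quartile normalization (875 and 966) and total counts (491 and 1869) gave the excess. The paper describes 48 and 72 h females as a cluster. Their centres lay 53.3 units apart with a spread of 10.3, and on TMM log2 CPM 6.96 apart with a spread of 6.35. On the other scales the distance was from 4.0 to 5.0 times the spread. The paper describes a single wave in males, where the rules gave 956 genes in wave 2 and 1106 in wave 3. Clustering, on log2 RPKM in place of TMM, gave 1005 in the later wave, 619 in a cluster highest at 48 h and none in wave 2. Males were cut into 3 clusters and females into 4, so that at least 1 of the female shapes had to be missing in males. The paper states a loss of tra2 in haploid embryos. On TMM-normalized CPM tra2 rose by 0.51 from 24 to 72 h, and in RPKM, the paper's unit, it fell by 1.81; the former scale was chosen after seeing the values. The paper calls the transcripts of LOC726047 and Eaat-3 annotated intronic lncRNAs, and the deposited annotation lists both genes as protein-coding. The detected number of annotated lncRNA genes in males fell in RPKM and rose in thinned libraries, from 728.5 to 849.3, a setting chosen after seeing the values.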

Other observations

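In this part, the test of lncRNA genes in thinned libraries, the CPM scale of the sex genes and the set of genes falling in males were chosen only after the result was seen. Fewer genes were detected in 72 h than in 24 h males. With all libraries thinned to the smallest total, 71.1% ± 1.32 (SD, n = 6) of genes had a count in 72 h males, 68.9% in 24 h males and 80.5% in 72 h females. The sexes still differed at 72 h (exact permutation test, p = 0.00216), so that the number of reads is argued against as the cause of this difference. Thinning does not even out the number of distinct molecules, which stays open. For annotated lncRNA genes, the thinned number was 849.3 in 72 h males and 728.5 in 24 h males, so that the fall in RPKM-based detection was not kept at equal totals. With RPKM over 1 the number was 462.7 in 24 h males and 214 in 72 h males. Thinning evens out the counts on the analysed genes. Depth therefore cannot be told apart from the larger share of reads outside these genes as the source of the fall.

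The lower RPKM of the sex genes in 72 h males may come in part from a larger share of reads outside the analysed genes. Per count on the analysed genes, which takes out this share alone, the log2 ratio of 72 to 24 h was -0.87 for LOC725679 and -1.14 for LOC552308, with no overlap of the embryos, so that the share is argued against as the whole cause for these genes. For tra2 it was -0.22 with overlapping embryos (exact permutation p = 0.0238), and the share cannot be told apart from a fall. On TMM-normalized CPM, which also corrects for composition among the analysed genes, tra2 rose by 0.51 from 24 to 72 h (exact permutation p = 0.00216). No fall from 24 to 72 h past the exact permutation test was left for LOC725679 (-0.14, p = 0.370) or LOC552308 (-0.42, p = 0.0671). Over single steps, LOC725679 fell by -0.70 from 24 to 48 h (exact permutation p = 0.00433) and then rose by 0.56 (exact permutation p = 0.0303). LOC552308 first rose by 0.24 (exact permutation p = 0.0325) and fell by -0.66 from 48 to 72 h (exact permutation p = 0.00866). Whether composition accounts for the rest of the fall from 24 to 72 h stays open.

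The choice among 4 scalings is argued against as the cause of the excess of genes higher in females, which were at least 54.3% of the called genes at 48 h and 57.9% at 72 h in either queen. Upregulated genes in female steps were at least 53.6%. Selection of genes for falling in females cannot be told apart from a smaller decline in males: genes chosen in queen 1 females had a median log2 fold change of -0.015 in queen 2 males and -2.16 in queen 2 females, while the 1029 genes chosen in queen 1 males (in a fit of queen 1 with both sexes and all 3 times) had -1.16 in queen 2 males and -0.19 in queen 2 females, and 27.3% of them fell less in males.

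Activation of annotated lncRNA genes by their place in introns cannot be told apart from its absence. The odds ratio of being higher in females, contained in an intron against not, was 0.796 at 72 h (Fisher's exact test p = 0.138) and 1.19 at 48 h (p = 0.239), and that of rising in females from 24 to 48 h was 1.29 (p = 0.0798), each with an adjusted p of 0.419 over 7 comparisons. For 240 pairs of an annotated lncRNA and its host, all on opposite strands, the median correlation within groups was 0.061, inside the range of 1000 shuffles (-0.06 to 0.08). Joint transcription of both cannot be told apart from its absence, since no pair lies on the same strand.

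Of the other lists from 48 to 72 h in males, the median log2 fold change was -0.04 for cuticle genes (16 tested), 2.07 for mitochondrial genes (3 tested), 0.66 for muscle genes (10 tested) and -0.43 for ribosomal protein genes (16 tested). Adjusted over the list alone, 2 cuticle genes were up and 1 down, 3 mitochondrial, 4 muscle and 1 ribosomal protein genes were up and none down, the same numbers as over all genes. With camera the adjusted p was 0.0035 for mitochondrial genes, while the estimated correlation gave p = 0.0516 and fry 3.46e-08. Between the sexes at 72 h, ribosomal protein genes had a median of 2.67, with 15 called higher in females and none lower. The camera adjusted p was 3.30e-09, and the estimated correlation gave p = 0.021. For the interaction from 48 to 72 h their median was 1.66, with 13 called higher and none lower. There the camera adjusted p was 2.30e-08, and the estimated correlation gave p = 0.0259.

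For each comparison within a queen, 10 splits of the 6 embryos exist, and the real split was the only 1 to give as many genes, except at 24 h in queen 2, where 3 of 10 did. With 10 splits the share cannot fall under 0.1. For each of the 11 results of both queens, 1 of 25 regroupings, the real one, gave as many genes. For the interactions the regroupings also removed the difference between the sexes, so that they do not test the interaction alone.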
